# Mouse B2 SINE elements function as IFN-inducible enhancers

**DOI:** 10.7554/eLife.82617

**Published:** 2023-05-09

**Authors:** Isabella Horton, Conor J Kelly, Adam Dziulko, David M Simpson, Edward B Chuong

**Keywords:** interferon, transposon, gene regulation, Mouse

## Abstract

Regulatory networks underlying innate immunity continually face selective pressures to adapt to new and evolving pathogens. Transposable elements (TEs) can affect immune gene expression as a source of inducible regulatory elements, but the significance of these elements in facilitating evolutionary diversification of innate immunity remains largely unexplored. Here, we investigated the mouse epigenomic response to type II interferon (IFN) signaling and discovered that elements from a subfamily of B2 SINE (B2_Mm2) contain STAT1 binding sites and function as IFN-inducible enhancers. CRISPR deletion experiments in mouse cells demonstrated that a B2_Mm2 element has been co-opted as an enhancer driving IFN-inducible expression of *Dicer1*. The rodent-specific B2 SINE family is highly abundant in the mouse genome and elements have been previously characterized to exhibit promoter, insulator, and non-coding RNA activity. Our work establishes a new role for B2 elements as inducible enhancer elements that influence mouse immunity, and exemplifies how lineage-specific TEs can facilitate evolutionary turnover and divergence of innate immune regulatory networks.

## Introduction

The cellular innate immune response is the first line of defense against an infection and is initiated by the activation of transcriptional networks that include antiviral and pro-inflammatory genes. While innate immune signaling pathways are generally conserved across mammalian species, the specific transcriptional networks are increasingly recognized to show differences across lineages (Chuong et al., 2017; Shaw et al., 2017). These differences are widely attributed to independent evolutionary histories and continual selective pressures to adapt to new pathogens (Daugherty and Malik, 2012). Understanding how innate immune systems have evolved in different host genomes is critical for accurately characterizing and modeling responses that are related to autoimmunity or involved in disease susceptibility.

Transposable elements (TEs) are increasingly recognized as a source of genetic elements that shape the evolution of mammalian innate immune responses (Chuong et al., 2017; Cordaux and Batzer, 2009). TE-derived sequences constitute roughly half of the genome content of most mammals, and are the predominant source of lineage-specific DNA. While most TE-derived sequences are degraded and presumed nonfunctional, TEs have occasionally been co-opted to function as genes or regulatory elements that benefit the host organism. In the context of host innate immunity, there are several reported examples of species-specific restriction factors that are encoded by TEs co-opted for host defense, including Friend Virus 1, Syncytin, Suppressyn, and Jaagsiekte sheep retrovirus (JSRV) (Arnaud et al., 2008; Aswad and Katzourakis, 2012; Frank et al., 2022; Lavialle et al., 2013). In many cases, TEs derived from ancient viral infections are poised for co-option since they already have the ability to bind to receptors, therefore blocking infection as a dominant negative mechanism (Frank and Feschotte, 2017).

More recently, TEs have also been identified as a source of non-coding regulatory elements that control inducible expression of cellular innate immunity genes (Buttler and Chuong, 2022). In the human genome, we previously showed that MER41 elements have been co-opted as enhancer elements to regulate multiple immune genes in human cells, including the *AIM2* inflammasome genes (Chuong et al., 2016). Elements belonging to other transposon families, including LTR12, MER44, and THE1C, have also been co-opted to regulate inducible expression of immune genes (Bogdan et al., 2020; Donnard et al., 2018; Srinivasachar Badarinarayan et al., 2020). Notably, the majority of these families are primate-specific, supporting the co-option of TEs as a driver of primate-specific divergence of immune regulatory networks.

A key open question is whether the co-option of TEs as immune regulatory elements is evolutionarily widespread as a mechanism driving divergence of innate immune responses. Most research in this area has focused on human cells and primate-specific TE families, but different mammalian species harbor highly distinct and lineage-specific repertoires of TEs in their genomes. Due to the independent origin of most of these TEs in different species, it remains unclear whether the co-option of TEs is a rare or common mechanism contributing to the evolution of immune gene regulatory networks.

Here, we focused on the role of TEs in regulating murine innate immune responses. Mice are a commonly used model for human diseases but their immune system is appreciated to have significant differences. Transcriptomic studies have revealed that mouse and human immune transcriptomes show substantial divergence (Shaw et al., 2017; Shay et al., 2013), consistent with functional differences in inflammatory responses (Seok et al., 2013). The rodent and primate lineages diverged roughly 90 million years ago (Hedges et al., 2006; Mestas and Hughes, 2004) and 32% of the mouse genome consists of rodent-specific repeats (Waterston et al., 2002). Therefore, we sought to define the potential role of TEs in shaping lineage-specific features of the murine innate immune response.

In our study, we re-analyzed transcriptomic and epigenomic datasets profiling the type II interferon (IFN) response in primary mouse macrophage cells. We screened for TEs showing epigenetic signatures of inducible regulatory activity, and identified a rodent-specific B2 subfamily as a substantial source of IFN-inducible regulatory elements in the mouse genome. As a case example, we used CRISPR to characterize a B2-derived IFN-inducible enhancer that regulates mouse *Dicer1*. These findings uncover a novel cis-regulatory role for the SINE B2 element in shaping the evolution of mouse-specific IFN responses.

## Results

### Species-specific TEs shape the epigenomic response to type II IFN in mouse

To examine how TEs contribute to mouse type II IFN signaling regulation, we re-analyzed two independent transcriptomic and epigenomic datasets of primary bone-marrow-derived macrophages (BMDMs) that were stimulated with recombinant interferon gamma (IFNG) or untreated for 2 or 4 hr (Platanitis et al., 2019). These datasets included matched RNA-seq and ChIP-seq for STAT1 and H3K27ac. The STAT1 transcription factor mediates the type II IFN response (Platanias, 2005) by binding to enhancers and promoters containing the Gamma-IFN activation site (GAS) motif, and the H3K27ac modification is strongly associated with active enhancers (Creyghton et al., 2010). Using these datasets, we mapped both IFNG-inducible enhancers and IFNG-stimulated genes (ISGs).

Our analysis of the RNA-seq data identified a total of 1,896 ISGs (FDR adjusted p-value <0.05, log_2_ fold change (log_2_FC)>1), which enriched for canonical genes associated with the IFNG response (GO:0034341, adjusted p-value = 9.394 × 10^–35^; Supplementary file 1). We predicted IFNG-inducible enhancers based on occupancy by the enhancer-associated histone mark H3K27ac and the transcription factor STAT1, which mediates type II IFN signaling. We identified 22,921 regions bound by STAT1 in IFNG-induced cells, 18,337 (80.0%) of which also resided within H3K27ac-enriched regions, indicating they are putative enhancers. Specificity of pulldown was confirmed by enrichment of canonical STAT1 binding motifs including the Gamma-IFN activation site (GAS; E-value=1.11 × 10^–746^) and IFN-stimulated response element (ISRE; E-value=1.01 × 10^–442^) motifs within the STAT1 ChIP-seq peaks (Supplementary file 2).

Using this set of STAT1 binding sites, we next asked what fraction of binding sites were derived from mouse TEs. Using the summits of the STAT1 ChIP-seq peaks, we found that 26.6% resided within TEs, 71.1% of which contain significant matches (p-value <1 × 10^–4^) to either ISRE or GAS motifs (Supplementary file 3). These TEs likely represent direct binding sites of STAT1 with potential regulatory activity. We next asked whether any TE families were overrepresented within the set of predicted IFNG-inducible binding sites, using GIGGLE colocalization analysis (Layer et al., 2018). We identified three subfamilies enriched for STAT1 binding sites, including the rodent-specific B2_Mm2 subfamily (p-value = 7.18 × 10^–201^) as well as the RLTR30B_MM (p-value = 9.61 × 10^–77^) and RLTR30E_MM (p-value = 7.32 × 10^–31^) endogenous retrovirus subfamilies (Figure 1A, Supplementary file 4). This indicates that the expansion of rodent-specific TE families has shaped the innate immune regulatory landscape in mouse.

**Figure 1.**
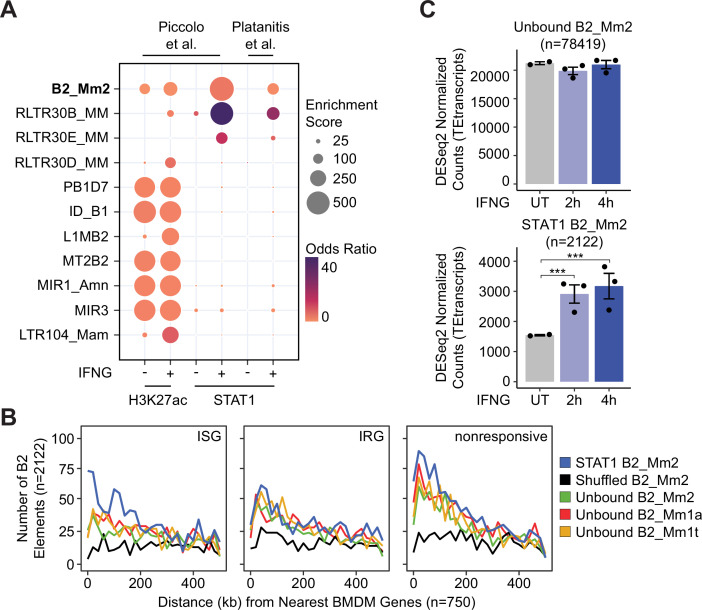
Identification of transposon-derived enhancers in innate immunity. (**A**) Bubble plot showing family-level enrichment of transposons within ChIP-seq peak regions. TE families enriched for STAT1 and H3K27ac ChIP-seq peaks are sorted by descending median Kimura distance. GIGGLE enrichment score is a composite of the product of both -log_10_(*p*-value) and log_2_(odds ratio). (**B**) Frequency histogram of absolute distances from STAT1-bound B2_Mm2 (blue, n=2,122), randomly shuffled B2_Mm2 (black, n=2,122), and randomly subset unbound B2_Mm2 (green, n=2,122), B2_Mm1a (red, n=2,122), and B2_Mm1t (yellow, n=2,122) elements to the nearest ISG (n=750), IRG (n=750), or nonresponsive gene (n=750). Data shown for (Piccolo et al., 2017) comparing expression in BMDMs stimulated with IFNG for 4 hr relative to untreated. (**C**) DESeq2 normalized counts showing immune-stimulated expression of unbound B2_Mm2 (top, n=78,419) and STAT1-bound B2_Mm2 (bottom, n=2122) elements in murine BMDMs. Data shown for untreated (n=2) BMDMs and BMDMs stimulated with IFNG for 2 hr (n=3) or 4 hr (n=3). Treatments are indicated by color. ***DESeq2 FDR adjusted p-value <0.0001. Error bars designate SEM. Data shown for (Piccolo et al., 2017). ISG: Interferon-stimulated gene; IRG: Interferon-repressed gene. BMDMs: Bone marrow derived macrophages. SEM: Standard error of mean.

**Figure 1—figure supplement 1.**
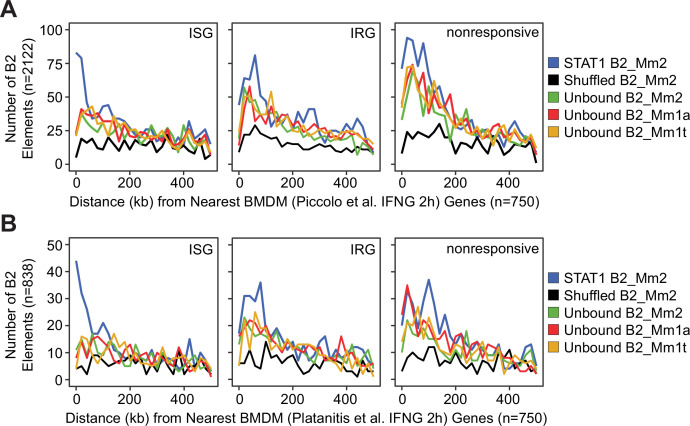
Distances from each B2 element to the nearest ISG. (**A**) Frequency histogram of absolute distances from size-normalized sets of B2 elements to the nearest ISG (n=750), IRG (n=750), or nonresponsive gene (n=750). STAT1-bound B2_Mm2 (blue, n=2,122), randomly shuffled B2_Mm2 (black, n=2,122), and randomly subset unbound B2_Mm2 (green, n=2122), B2_Mm1a (red, n=2,122), and B2_Mm1t (yellow, n=2,122) elements. Data shown for Piccolo et al., 2017 where bone-marrow-derived macrophages were stimulated with IFNG for 2 hr. (**B**) Same as in (**A**) but for a subset of B2 elements (n=838) marked by STAT1. Data shown for Platanitis et al., 2019 where macrophages were stimulated with IFNG for 2 hr. ISG: Interferon Stimulated Gene.

**Figure 1—figure supplement 2.**
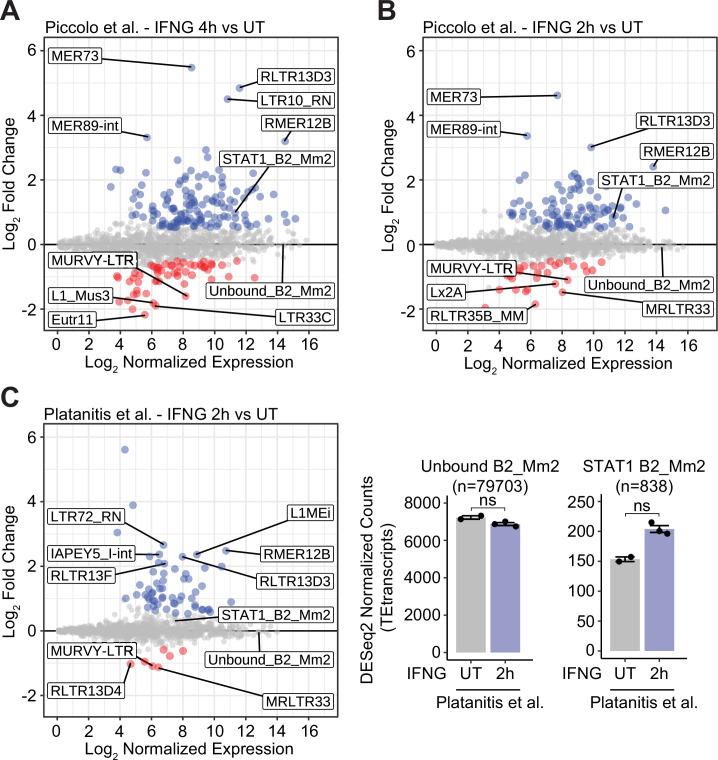
IFNG-inducible TE expression in murine BMDMs. (**A**) MA plot visualizing immune-stimulated changes in TE family-level expression according to DESeq2-normalized RNA-seq data from murine BMDMs stimulated with IFNG for 4 hr. Unbound B2_Mm2 (n=78,419) and STAT1-bound B2_Mm2 (n=2,122, defined through Piccolo et al., 2017 IFNG 2 hr ChIP-seq) are designated separately. Significantly downregulated (log_2_FC <–0.50, FDR <0.05) families are shown in red while significantly upregulated (log_2_FC >0.50, FDR <0.05) families are shown in blue. (**B**) Same as in (**A**) but using RNA-seq from BMDMs stimulated with IFNG for 2 hr. (**C**) MA plot (left) and DESeq2 normalized counts (right) visualizing immune-stimulated changes in TE family-level expression according to RNA-seq from murine BMDMs stimulated with IFNG for 2 hr. Unbound B2_Mm2 (n=79,703) and STAT1-bound B2_Mm2 (n=838, defined through Platanitis et al., 2019 IFNG 1.5 hr ChIP-seq) are designated separately. Individual points are colored as in (**A**). DESeq2-normalized counts shown for untreated (n=2) BMDMs and BMDMs stimulated with IFNG for 2 hr (n=3). Error bars designate SEM. BMDM: Bone-marrow-derived macrophage.

We previously identified enrichment of RLTR30 elements within STAT1-binding sites in IFNG and IFNB-stimulated mouse macrophages based on analysis of a different ChIP-seq dataset (Chuong et al., 2016; Ng et al., 2011). However, our previous analysis did not capture enrichment of B2_Mm2, likely because the dataset was generated using 36 bp short reads. In contrast, the more recent datasets analyzed here used 50 bp reads (Platanitis et al., 2019), which improves mappability to individual copies of evolutionarily young TE families such as B2_Mm2 (Sundaram et al., 2014).

### B2_Mm2 elements contain STAT1 binding sites and show inducible enhancer activity

B2_Mm2 is a murine-specific subfamily of the B2 short interspersed nuclear element (SINE) family, which is highly abundant in the mouse genome. B2 SINE elements are divided into three subfamilies, including B2_Mm2 (80,541 copies), B2_Mm1a (16,321 copies), and B2_Mm1t (35,812 copies). B2 SINE elements have been characterized to show a wide range of regulatory activities in mice, including acting as promoters (Ferrigno et al., 2001), insulator elements bound by CTCF (Ichiyanagi et al., 2021; Lunyak et al., 2007; Schmidt et al., 2012), or regulatory non-coding RNAs (Hernandez et al., 2020; Karijolich et al., 2017; Karijolich et al., 2015; Schaller et al., 2020; Yakovchuk et al., 2009). As the potential for B2_Mm2 SINEs to act as inducible enhancers has not yet been investigated, we decided to further investigate B2 SINEs in this context.

The B2_Mm2 subfamily showed strong evidence of enrichment within regions bound by STAT1, providing 2,122 total binding sites (odds ratio = 4.85). These B2_Mm2 elements show significantly higher localization near ISGs (p-value = 5.03 × 10^–52^, odds ratio = 9.13) than interferon-repressed genes (IRGs) or nonresponsive genes, compared to unbound B2 elements or random genomic regions (Figure 1B, Figure 1—figure supplement 1A–B). We did not observe consistent enrichment of the B2_Mm1a and B2_Mm1t subfamilies over STAT1-bound regions (Supplementary file 4). Additionally, STAT1-bound B2_Mm2 elements are transcriptionally upregulated at the family level in response to IFNG stimulation (Figure 1C, Figure 1—figure supplement 2, Supplementary file 5). Although unbound B2_Mm2 elements are also transcriptionally active, we did not observe a significant increase in expression in response to IFNG stimulation. Taken together, these data indicate that thousands of B2_Mm2 elements show epigenetic and transcriptional evidence of IFNG-inducible regulatory activity in primary murine bone marrow derived macrophages.

We investigated the sequence features of each B2 SINE subfamily to determine the basis of IFNG-inducible activity. Given that B2 SINE elements have previously been associated with CTCF binding due to the presence of a CTCF motif harbored by most copies (Schmidt et al., 2012), we subdivided elements from each family based on occupancy by STAT1, CTCF, both factors, or neither factor based on ChIP-seq. Across each of these subsets, we looked for the presence of GAS or CTCF motifs (Figure 2A, Figure 2—figure supplement 1). As expected, all B2 subfamilies showed extensive ChIP-seq binding evidence of CTCF and the RAD21 cohesin subunit, coinciding with a CTCF motif (Figure 2—figure supplement 1). In contrast, only a subset of elements from the B2_Mm2 subfamily showed inducible binding of STAT1 (Figure 2A). Consistent with ChIP-seq evidence, STAT1-bound B2_Mm2 elements contain both GAS and CTCF motifs, while B2_Mm1a/t elements only harbor CTCF motifs (Figure 2B, Figure 2—figure supplement 2). Within B2_Mm2, elements that are bound by STAT1 are significantly enriched for GAS motifs when compared against unbound elements (E-value 2.08×10^–71^**,** Supplementary file 6). In addition, STAT1-bound B2_Mm2 elements contain stronger sequence matches to GAS motifs compared to unbound B2_Mm2 elements and B2_Mm1a/t elements (Figure 2A, Figure 2—figure supplement 3). While B1_Mm1a elements show a partial match to the GAS motif, they show no evidence of STAT1 binding (Figure 2B, Figure 2—figure supplement 2). Therefore, elements of the B2_Mm2 subfamily are uniquely characterized by containing strong matches to GAS motifs that are associated with STAT1 binding activity.

**Figure 2.**
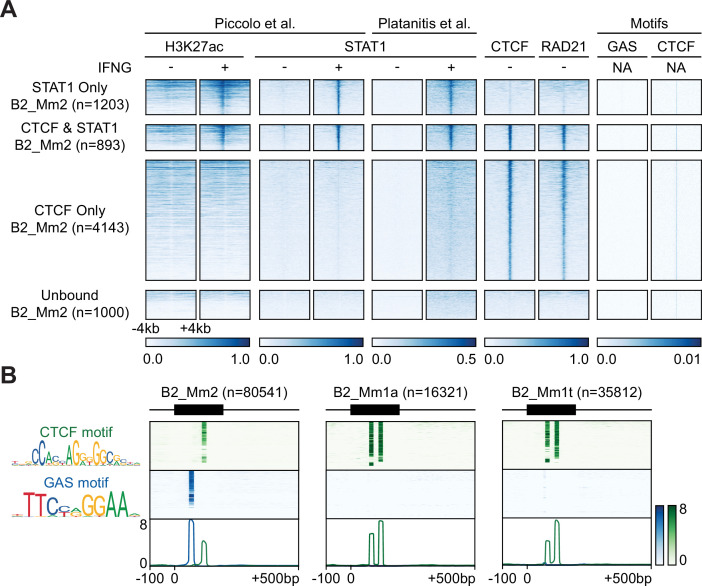
Epigenomic profiling of B2_Mm2. (**A**) Heatmaps showing CPM-normalized ChIP-seq signal and motif signal centered over B2_Mm2 elements bound only by STAT1 (n=1,203); B2_Mm2 bound by both STAT1 and CTCF (n=893); B2_Mm2 bound only by CTCF (n=4,143); and a random subset of unbound B2_Mm2 (n=1,000). Regions are sorted by descending mean CPM signal. Signal intensity is indicated below. CTCF track derived from Gualdrini et al., 2022. RAD21 track derived from Cuartero et al., 2018. (**B**) Schematic of GAS (blue) and CTCF (green) motifs present within extant B2_Mm2 (left, n=80,541), B2_Mm1a (middle, n=16,321), and B2_Mm1t (right, n=35,812) sequences. Heatmap intensity corresponds to motif matches based on the log likelihood ratio. Heatmaps are sorted by descending mean signal. Position weight matrices were obtained from JASPAR (Fornes et al., 2020). CPM: Counts per million. GAS: Gamma-IFN activated sequence.

**Figure 2—figure supplement 1.**
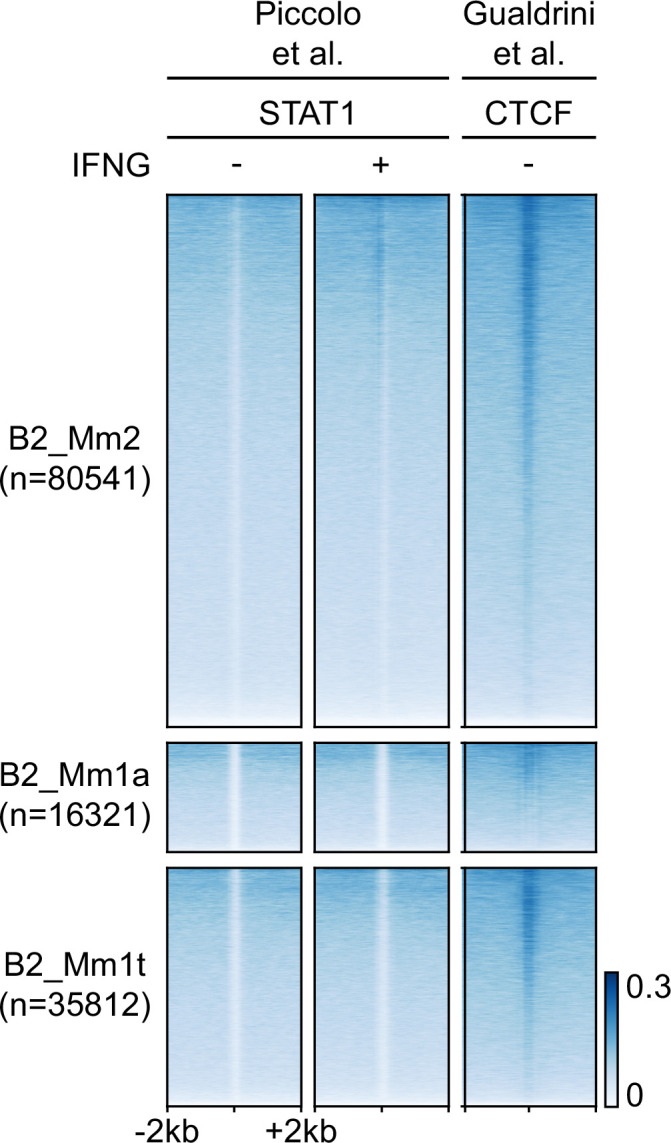
STAT1 and CTCF occupancy overlapping all B2 elements in murine BMDMs. Heatmaps showing CPM-normalized ChIP-seq signal over B2_Mm2 (n=79,073), B2_Mm1a (n=16,223), and B2_Mm1t elements (n=35,428) over a 4 kb window. Elements without overlapping ChIP-seq signal were excluded. Regions are sorted by descending mean CPM signal. Signal intensity is indicated to the right. STAT1 tracks derived from Piccolo et al., 2017. CTCF track derived from Gualdrini et al., 2022. CPM: Counts per million.

**Figure 2—figure supplement 2.**
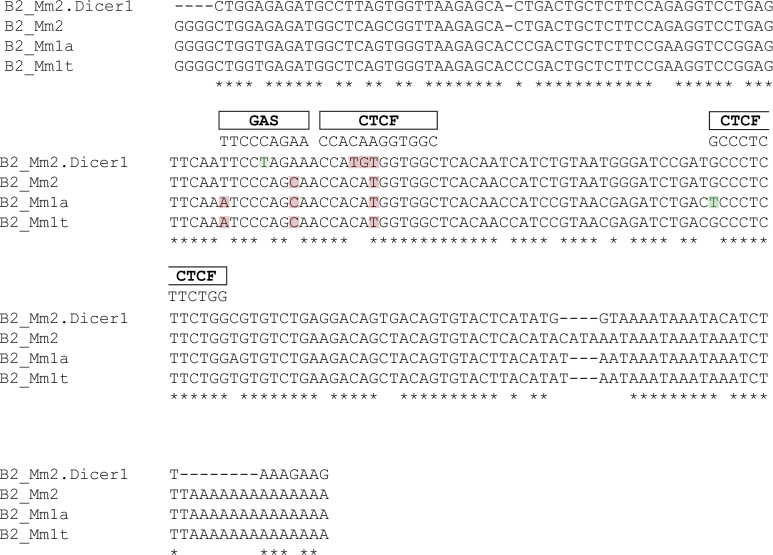
Multiple sequence alignment of B2 consensus sequences and B2_Mm2.Dicer1. Multiple sequence alignment of consensus sequences for B2_Mm2, B2_Mm1a, and B2_Mm1t as well as the sequence for a B2_Mm2 element intronic to *Dicer1*. Predicted GAS and CTCF motifs (FIMO p-value <1 × 10^–4^) are indicated above. Base changes relative to the motif consensus corresponding to poorly weighted positions in the motif position weight matrix are highlighted in green. Base changes in positions that are canonically important for transcription factor binding and weighted heavily in the position weight matrix are highlighted in red. GAS: Gamma-interferon activated site motif.

**Figure 2—figure supplement 3.**
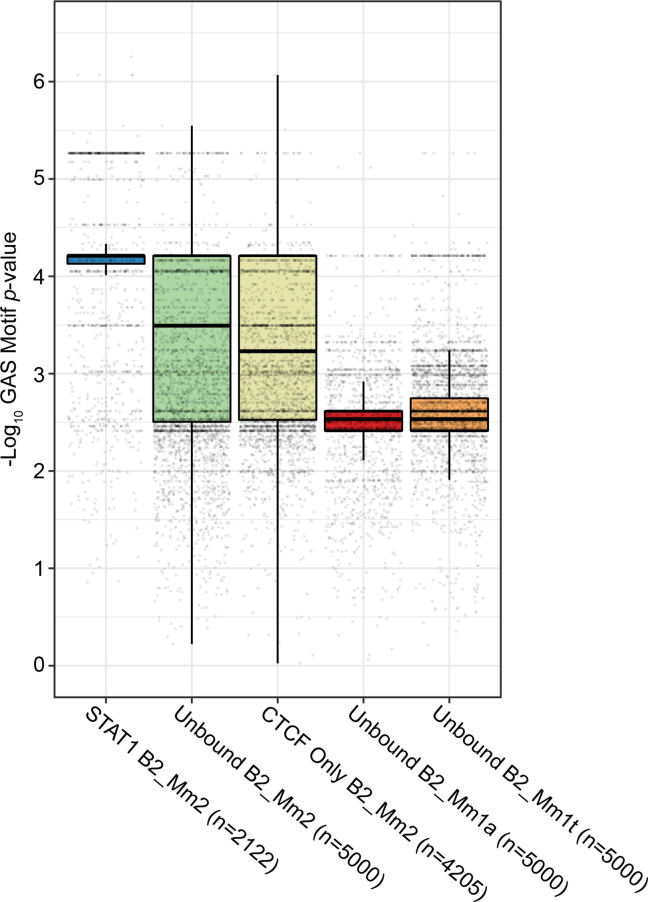
Distribution of p-values for GAS motifs overlapping B2 elements. Box-and-whisker plot visualizing the distribution of FIMO p-values for GAS motifs overlapping B2 elements. B2 elements were classified as follows: STAT1-bound B2_Mm2 (n=2,122, blue); B2_Mm2 not bound by CTCF nor STAT1 (n=5,000, green); B2_Mm2 bound by CTCF but not STAT1 (n=4,205, yellow); unbound B2_Mm1a (n=5,000, red); and unbound B2_Mm1t (n=5,000, orange). Each dot represents the p-value for the most significant predicted GAS motif overlapping one B2 element. The median, lower quartile, and upper quartile are as indicated. GAS: Gamma-IFN activated site motif.

Notably, we found that STAT1-bound B2_Mm2 elements are the only B2 elements that show an inducible H3K27ac signal associated with enhancer activity. In contrast, B2_Mm2 elements bound only by CTCF or unbound elements show minimal H3K27ac signal (Figure 2A). B2_Mm1a/t elements also show minimal STAT1 signal regardless of CTCF binding (Figure 2—figure supplement 2). This suggests that the binding of STAT1 to B2_Mm2 elements causes activation of enhancer activity including acetylation of H3K27. Thus, B2_Mm2 elements represent a distinct subclass of B2 SINE elements that exhibit IFNG-inducible enhancer activity.

### An intronic B2_Mm2 element functions as an inducible enhancer of Dicer1

Having established that B2_Mm2 elements are an abundant source of IFNG-inducible STAT1 binding sites in the mouse genome, we asked whether any of these elements have been co-opted to regulate expression of individual ISGs. We first assigned predicted enhancers to their predicted targets using the Activity by Contact (ABC) model (Fulco et al., 2019), which incorporates both epigenomic signal and Hi-C 3D interaction data to predict enhancer-gene targets. As input into the ABC model, we used publicly available ATAC-seq and Hi-C data from murine BMDMs stimulated with IFNG for 2 hours (Platanitis et al., 2022) and H3K27ac ChIP-seq and RNA-seq data (Piccolo et al., 2017). Focusing on a permissive set of 2,720 ISGs (FDR adjusted p-value <0.05, log_2_FC >0), we identified 530 B2_Mm2 elements predicted to interact with 457 mouse ISGs (16.8% of the set of 2720 in this analysis; Supplementary file 7). Compared with a set of human ISGs from human CD14+ monocytes (Qiao et al., 2016), 393 of these 457 (86%) genes were only ISGs in mouse, and the remaining 64 (14%) were ISGs in both mouse and human.

The 393 mouse-specific ISGs predicted to be regulated by B2_Mm2 elements were significantly enriched for multiple immune related functions (GO:0002376, adjusted p-value = 6.023 × 10^–9^; Supplementary file 7). We identified multiple examples of predicted B2_Mm2 target genes with established immune functions that showed mouse-specific IFNG-inducible expression (Figure 3—figure supplement 1, Figure 3—figure supplement 2), including dicer 1 ribonuclease III (*Dicer1*) (Poirier et al., 2021; Figure 3A), SET domain containing 6, protein lysine methyltransferase (SETD6) (Levy et al., 2011), DOT1-like histone lysine methyltransferase (Kealy et al., 2020), fumarate hydratase 1 (Fh1) (Zecchini et al., 2023), heat shock protein family A (Hsp70) member 1B (*Hspa1b*) (Jolesch et al., 2012), and NFKB inhibitor delta (*Nfkbid*) (Souza et al., 2021).

**Figure 3.**
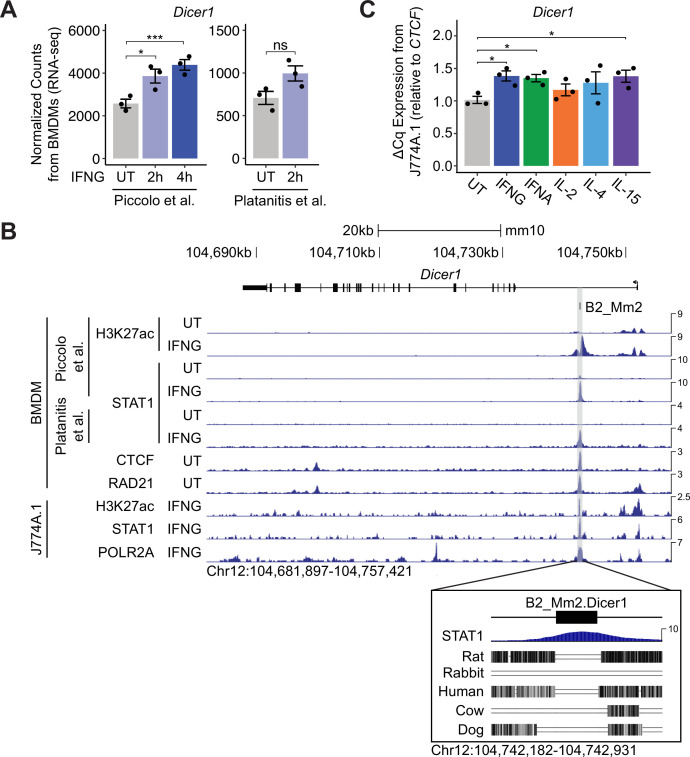
Identification of a putative B2_Mm2-derived enhancer for Dicer1. (**A**) DESeq2 normalized counts showing immune-stimulated expression of *Dicer1* in primary murine BMDMs. Data shown for untreated (n=3) BMDMs and BMDMs stimulated with IFNG for 2 hr (n=3) or 4 hr (n=3). ***DESeq2 FDR adjusted p-value <0.001, *DESeq2 FDR adjusted p-value <0.05. Error bars designate SEM. (**B**) Genome browser screenshot (http://genome.ucsc.edu) of the *Dicer1* locus (Chr12:104,681,897–104,757,421) showing CPM-normalized ChIP-seq tracks for primary murine BMDMs and immortalized macrophage line J774A.1. B2_Mm2.Dicer1 (Chr12:104,742,467–104,742,646) is highlighted in gray. Values on the right of each track correspond to signal maxima. Bottom inset shows B2_Mm2.Dicer1 with accompanying STAT1 (IFNG 2 h Piccolo et al.) ChIP-seq signal and conservation tracks for rat, rabbit, human, cow, and dog. CTCF track derived from Gualdrini et al., 2022. RAD21 track derived from Cuartero et al., 2018. (**C**) RT-qPCR of wild type untreated (gray, n=3) J774A.1 cells and J774A.1 cells stimulated with IFNG (blue, n=3), IFNA (green, n=3), IL-2 (orange, n=3), IL-4 (light blue, n=3), or IL-15 (purple, n=3) for 4 hr. Treatments are indicated by color. *p-value <0.05, Student’s paired two-tailed *t*-test. BMDM: Bone-marrow-derived macrophage. SEM: Standard error of mean. CPM: Counts per million.

**Figure 3—figure supplement 1.**
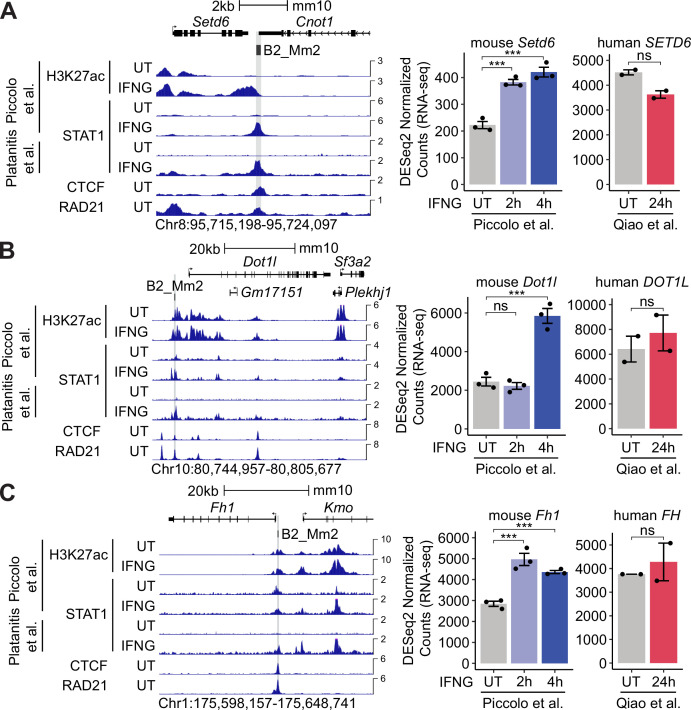
Predicted B2_Mm2 enhancers associated with mouse-specific ISGs *Setd6, Dot1l, and Fh1*. (**A**) Genome browser screenshot (left) of mouse *Setd6* (Chr8:95,715,198–95,724,097) visualizing H3K27ac and STAT1 (Piccolo et al., 2017), CTCF (Gualdrini et al., 2022), and RAD21 (Cuartero et al., 2018) ChIP-seq signal from murine BMDM cells that were either untreated or stimulated with IFNG for 2 hr or 4 hr. B2_Mm2 elements that are bound by STAT1 in IFNG-stimulated BMDM cells and predicted by the Activity-by-Contact model to interact with *Setd6* are highlighted in gray. Values on the right of each track correspond to signal maxima. DESeq2 normalized counts (right) showing immune-stimulated expression of *Setd6* in primary murine BMDMs that were unstimulated (n=3) or stimulated with IFNG for 2 hr (n=3) or 4 hr (n=3) and the human ortholog, *SETD6*, in primary human CD14^+^ monocytes that were unstimulated (n=2) or stimulated with IFNG for 24 hr (n=2). (**B**) and (**C**) same as in (**A**) but visualizing data for mouse *Dot1l* and *Fh1* relative to human orthologs *DOT1L* and *FH*. ***DESeq2 FDR adjusted p-value <0.001. Error bars designate SEM. BMDM: Bone-marrow-derived macrophage. ISG: Interferon Stimulated Gene. CPM: Counts per million.

**Figure 3—figure supplement 2.**
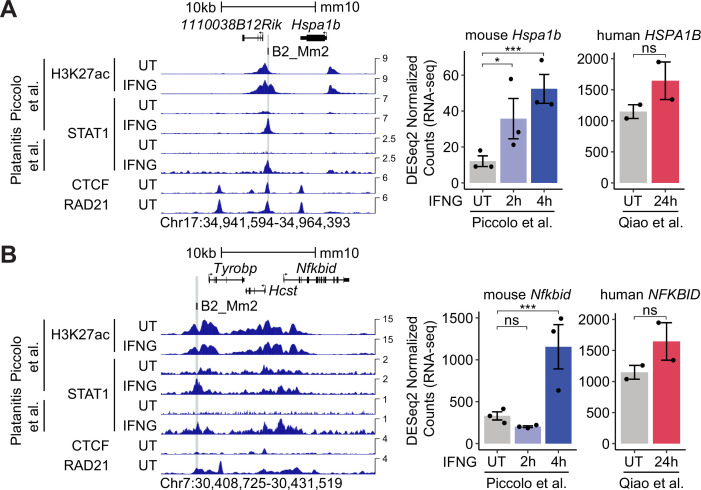
Predicted B2_Mm2 enhancers associated with mouse-specific ISGs *Hspa1b* and *Nfkbid*. (**A**) Genome browser screenshot (left) of mouse Hspa1b (Chr17:34,941,594–34,964,393) visualizing H3K27ac and STAT1 (Piccolo et al., 2017), CTCF (Gualdrini et al., 2022), and RAD21 (Cuartero et al., 2018) ChIP-seq signal from murine BMDM cells that were either untreated or stimulated with IFNG for 2 hr or 4 hr. B2_Mm2 elements that are bound by STAT1 in IFNG-stimulated BMDM cells and predicted by the Activity-by-Contact model to interact with *Hspa1b* are highlighted in gray. Values on the right of each track correspond to signal maxima. DESeq2 normalized counts (right) showing immune-stimulated expression of *Hspa1b* in primary murine BMDMs that were unstimulated (n=3) or stimulated with IFNG for 2 hr (n=3) or 4 hr (n=3) and the human ortholog, *HSPA1B*, in primary human CD14^+^ monocytes that were unstimulated (n=2) or stimulated with IFNG for 24 hr (n=2). (**B**) same as in (**A**) but visualizing data for mouse Nfkbid relative to human ortholog NFKBID. ***DESeq2 FDR adjusted p-value <0.001, *DESeq2 FDR adjusted p-value <0.05. Error bars designate SEM. BMDM: Bone-marrow-derived macrophage. ISG: Interferon Stimulated Gene. CPM: Counts per million.

**Figure 3—figure supplement 3.**
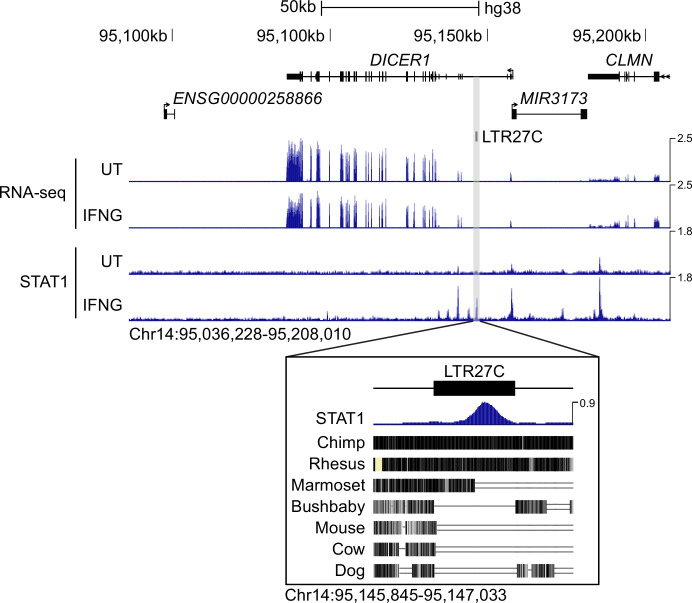
Constitutive expression of human *DICER1*. Genome browser shot of the human *DICER1* locus (Chr14:95,036,228–95,208,010) visualizing CPM-normalized RNA-seq (Qiao et al., 2016) and STAT1 ChIP-seq (Qiao et al., 2013) data from human CD14^+^ monocytes stimulated with IFNG for 24 hr. Bottom inset (Chr14:95,145,845–95,147,033) shows intronic LTR27C element with accompanying STAT1 ChIP-seq signal and conservation tracks for chimp, rhesus, marmoset, bushbaby, mouse, cow, and dog. Values on the right of each track correspond to signal maxima. CPM: Counts per million.

**Figure 3—figure supplement 4.**
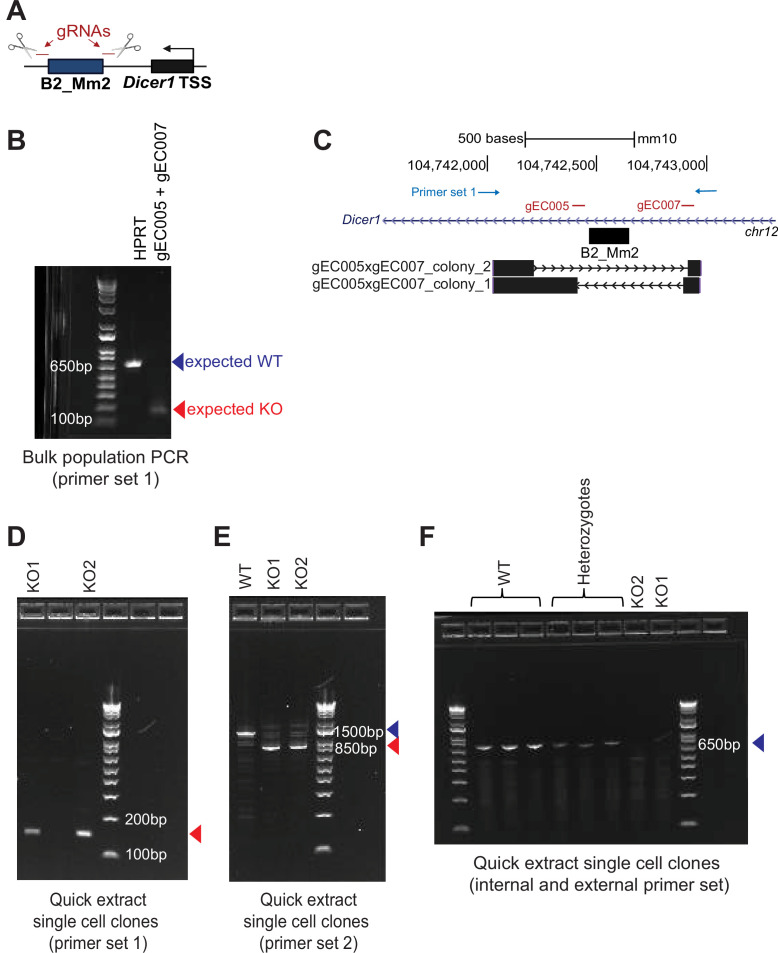
Validation of CRISPR B2_Mm2 knockout in J774.A1 cells. (**A**) Schematic showing design of guide RNAs (gRNAs) flanking the B2_Mm2.Dicer1 element. (**B**) PCR validation of CRISPR/Cas9-mediated knockout of B2_Mm2.Dicer1 in bulk J774A.1 cells. *HPRT*- serves as a control with an expected WT band at 627 bp. Successful KO is shown as indicated by the expected gEC005xgEC007 amplicon at 127 bp. (**C**) Genome browser track showing Sanger sequencing results from the bulk cell population aligned using BLAT (Kent, 2002). Sequencing of different *E. coli* clones derived from the same bulk cell population reflects presence of two distinct KO alleles. Positions of gRNAs and PCR primers are indicated in red and blue, respectively. (**D, E**) PCR validation of B2_Mm2.Dicer1 KO in clonal J774A.1 cells using two distinct primer sets external to B2_Mm2.Dicer1. (**F**) Same as in (**D**) and (**E**) but using a pair of internal and external primers. Figure 3—figure supplement 4—source data 1.Uncropped gel image from Figure 3—figure supplement 4B. Figure 3—figure supplement 4—source data 2.Uncropped gel image from Figure 3—figure supplement 4D. Figure 3—figure supplement 4—source data 3.Uncropped gel image from Figure 3—figure supplement 4E. Figure 3—figure supplement 4—source data 4.Uncropped gel image from Figure 3—figure supplement 4F. Figure 3—figure supplement 4—source data 5.Uncropped, labeled gel images from Figure 3—figure supplement 4.(**A**) Uncropped, labeled gel from Figure 3—figure supplement 4B. (**B**) Uncropped, labeled gel from Figure 3—figure supplement 4D. Unknown genotype indicates the band length did not correspond with either WT, heterozygote, or KO genotype or product from a single cell colony was loaded but no band appeared. (**C**) Uncropped, labeled gel from Figure 3—figure supplement 4E. (**D**) Uncropped, labeled gel from Figure 3—figure supplement 4F.

**Figure 3—figure supplement 5.**
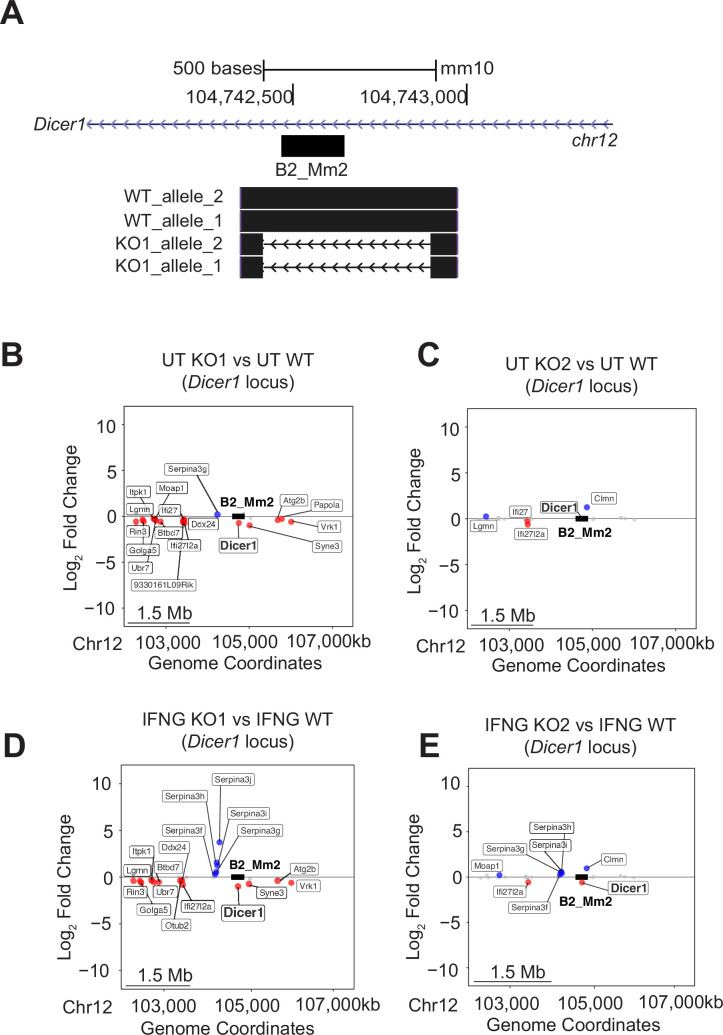
B2_Mm2 KO effect on the genomic landscape. (**A**) Genome browser shot showing Sanger sequencing validation from WT and KO1 J774A.1 cells aligned using BLAT (Kent, 2002). (**B**) Scatter plot showing changes in gene expression within a 5 Mb window of B2_Mm2.Dicer1 in untreated KO #1 cells relative to pooled WT cells. (**C**) As in (**B**) but with untreated KO #2 cells relative to pooled WT cells. (**D**) As in (**B**) but with IFNG-treated KO #1 cells relative to pooled WT cells. (**E**) As in (**B**) but with IFNG-treated KO #2 cells relative to pooled WT cells. (**D**) Significantly downregulated (log_2_FC <0, FDR <0.05) genes are shown in red, and significantly upregulated (log_2_FC >0, FDR <0.05) genes are shown in blue. B2_Mm2.Dicer1 is represented as a black box (not drawn to scale). UT: Untreated. KO: Knockout.

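The data behind panels B to E are RNA-seq libraries of J774A.1 cells, a mouse macrophage-like cell line. Each knockout (KO) clone was compared with the pooled wild-type (WT) clones, either untreated (UT) or after treatment with interferon-gamma (IFNG), a cytokine that induces interferon-stimulated genes (ISGs). The authors deposited raw counts of fragments per gene, with 3 libraries for each clone and treatment. Here, 3 KO libraries were tested against 9 WT libraries with edgeR's quasi-likelihood test on TMM-normalized counts, and a gene was called significant at an FDR-adjusted p-value under 0.05 (Benjamini-Hochberg). The 5 Mb window spans positions 102242556 to 107242556 of chromosome 12 (mm10) and overlaps 145 annotated genes, of which 70 had no count in any library. In untreated KO1 cells, 20 of the 32 tested window genes were significantly lower than in WT cells and 0 were significantly higher, while 24 of the genes other than Dicer1 had an unadjusted p-value under 0.05. Of the 31 genes tested besides Dicer1, 29 had a negative log2FC, with a median of -0.45. In untreated KO2 cells, 1 of 33 tested window genes was significantly lower and 2 were higher, and the median log2FC without Dicer1 was -0.044. After IFNG, 16 of 37 tested window genes were lower in KO1 and 4 were higher, namely Serpina3f, Serpina3g, Serpina3h and Serpina3i. These are close paralogs whose shared sequence may limit how many fragments align uniquely, which was not measured. The median log2FC of the IFNG-treated KO1 window without Dicer1 was -0.38. In IFNG-treated KO2 cells, 2 of 37 tested window genes were lower and 6 were higher, with a median log2FC of 0.0081. The genes with a lower log2FC than Dicer1 numbered 8 in untreated KO1, 9 in untreated KO2, 2 in IFNG-treated KO1 and 4 in IFNG-treated KO2.
To compare the window with the rest of the chromosome, the log2(CPM + 0.5) of each gene in a KO clone was set against the mean of the WT clones, over genes with a mean CPM of at least 1, and the median over all genes was subtracted. In untreated KO1, the 428 chromosome 12 genes had a median shift of -0.36, and 375 of them were below 0. The median shift of the same genes in untreated KO2 was -0.00077, with 215 of them below 0. All 12 stretches of 10 Mb along chromosome 12 had a negative median in untreated KO1, from -0.45 to -0.32. Taken library by library in both treatments, the chromosome 12 median ran from -0.38 to -0.34 over the 6 KO1 libraries and from -0.027 to 0.049 over the 24 libraries of the other clones. These medians describe the clones sequenced and are not a test across clones.

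**Figure D1:**
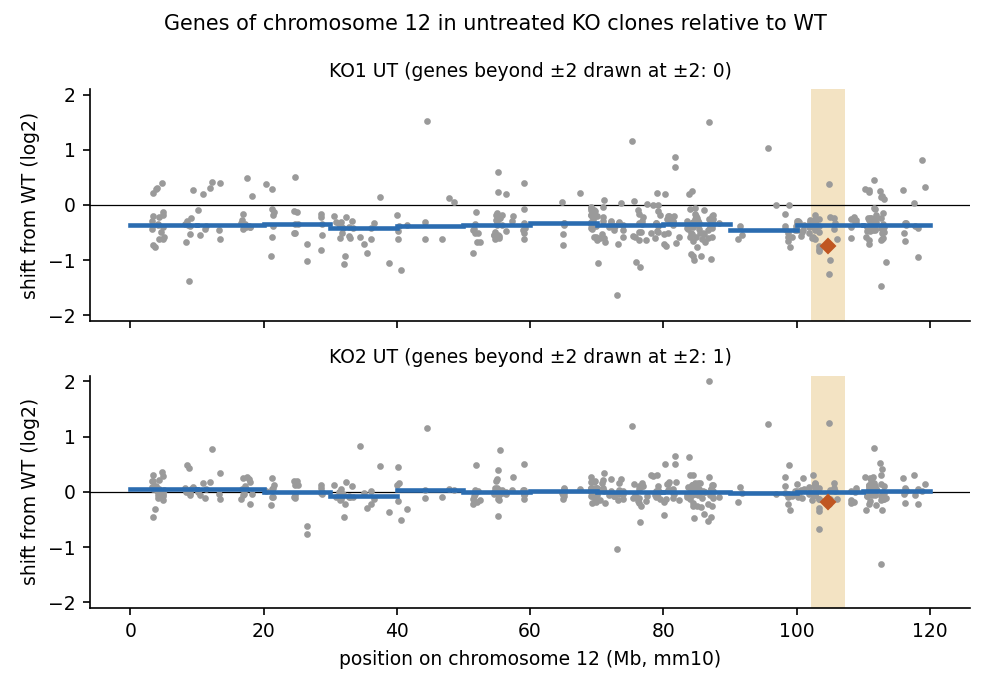
Shift from WT (log2, y axis) of genes along chromosome 12 (Mb of mm10, x axis) in untreated KO1 (top) and KO2 (bottom). Each grey point is 1 of 428 genes, blue lines are medians of 10 Mb stretches, the tan band is the 5 Mb window and the orange diamond is Dicer1; the blue lines lie between -0.45 and -0.32 in KO1 along the whole chromosome.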

From this set, we decided to focus on a specific B2_Mm2 element located on Chromosome 12 within the first intron of *Dicer1*, which is an endonuclease responsible for recognizing and cleaving foreign and double stranded RNA that has been linked to innate immunity (Chiappinelli et al., 2012; Gurung et al., 2021; MacKay et al., 2014; Poirier et al., 2021). While the human ortholog *DICER1* does not show IFNG-inducible expression in human primary macrophages (Qiao et al., 2016; Figure 3—figure supplement 3, Supplementary file 1), mouse *Dicer1* shows a significant 50% upregulation in response to IFNG in primary mouse BMDMs (Figure 3A). This indicates that *Dicer1* is a mouse-specific ISG and likely acquired IFNG-inducible expression in the mouse lineage, potentially due to the co-option of the B2_Mm2 element as a species-specific IFNG-inducible enhancer. The intronic B2_Mm2 element (B2_Mm2.Dicer1) shows biochemical hallmarks of enhancer activity including inducible STAT1 and H3K27ac signal as well as constitutive binding by CTCF and RAD21 (Figure 3B). The element provides the only prominent nearby STAT1 binding site and is not present in rat or other mammals (Figure 3B). Therefore, we hypothesized that the B2_Mm2.Dicer1 element was co-opted as an IFNG-inducible enhancer of mouse *Dicer1*.

To experimentally test the potential enhancer activity of B2_Mm2.Dicer1*,* we used the mouse J774A.1 macrophage-like cell line, a commonly used model of murine immunity (Lam et al., 2009; Ralph and Nakoinz, 1975). We first confirmed using RT-qPCR that *Dicer1* shows 30–40% upregulation after 4 hr of IFNG treatment (Figure 3C). Given the STAT1 binding site and motif present in B2_Mm2.Dicer1, we also tested other cytokines that act through STAT-family transcription factors. We found that 4 hr treatment of J774A.1 cells with IFNA, IL6, and IL4 all induced *Dicer1* expression to similar levels (30–40%), consistent with inducible regulation of *Dicer1* by JAK-STAT signaling, potentially through the STAT binding site present in B2_Mm2.Dicer1.

We next used CRISPR to generate clonal J774A.1 lines harboring homozygous deletions of the B2_Mm2.Dicer1 element. We delivered guide RNAs targeting the flanking boundaries of B2_Mm2.Dicer1 along with recombinant Cas9 by electroporation (Figure 3—figure supplement 4A–C), isolated clones by limiting dilution, and screened clonal lines for homozygous deletions by PCR (Figure 3—figure supplement 4D–F). We isolated two clonal cell lines with a homozygous knockout of B2_Mm2.Dicer1, along with multiple wild-type (WT) J774A.1 clonal lines that were not electroporated to control for potential effects of clonal expansion (Figure 3—figure supplement 4F). We used RT-qPCR to compare *Dicer1* expression levels and inducibility by IFNG in knockout and WT clones. WT clones showed consistent inducible expression, while both knockout clonal lines showed a complete lack of inducible expression (Figure 4A). These experiments demonstrate that B2_Mm2.Dicer1 acts as an IFNG-inducible enhancer of *Dicer1* in J774A.1 cells.

**Figure 4.**
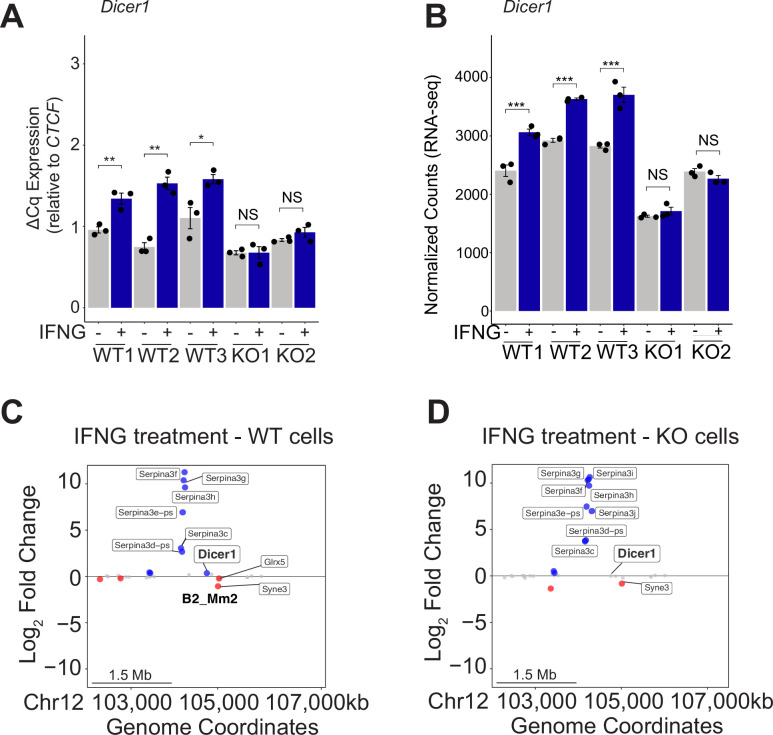
B2_Mm2 in the genomic landscape. (**A**) RT-qPCR of *Dicer1* expression in untreated and IFNG-treated cell lines across 3 clonal WT lines J774A.1 cells and 2 B2_Mm2.Dicer1 knockout (KO) lines, with three replicate treatments per cell line. *Dicer1* expression was normalized relative to *CTCF*. Treatments are indicated by color. *p-value <0.05, **p-value <0.01, ***p-value <0.001, Student’s paired two-tailed *t*-test. (**B**) DESeq2 normalized counts of *Dicer1* expression in each clonal WT and B2_Mm2.Dicer1 KO J774A.1 cell line. Treatments are indicated by color. ***DESeq2 FDR adjusted p-value <0.001. (**C**) Distance plot visualizing changes in gene expression in wild type J774A.1 cells in response to IFNG over a 5 Mb window centered on B2_Mm2.Dicer1. Significantly downregulated (log_2_FC <0, FDR adjusted p-value <0.05) genes are shown in red while significantly upregulated (log_2_FC >0, FDR adjusted p-value <0.05) genes are shown in blue. *Dicer1* is labeled, as well as significantly IFNG-regulated genes within 1 Mb. (**D**) Same as in (**C**) but visualizing changes in gene expression in KO J774A.1 cells in response to IFNG.

### B2_Mm2.Dicer1 impact on the genomic regulatory landscape

We used RNA-seq to study the genome-wide effects of the B2_Mm2.Dicer1 element in both knockout clones and three control wild-type clones which were also isolated by limiting dilution. 

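The experiment comprised 30 libraries of polyadenylated RNA, with 3 libraries for each of 5 clones (WT1, WT2, WT3, KO1 and KO2) in each of 2 treatments, untreated or 100 ng/mL IFNG for 4 h. The KO clones carry a homozygous CRISPR deletion of B2_Mm2.Dicer1, and the WT clones were expanded from single cells without electroporation, so that KO and WT clones differ in the editing procedure as well as in genotype. B2_Mm2.Dicer1 lies on chromosome 12 (mm10) from 104742467 to 104742646, a length of 180 bp. Dicer1 (ENSMUSG00000041415.10) is annotated on the minus strand from 104687742 to 104751952. The element falls in the first intron (104731988 to 104751747) of transcript ENSMUST00000041987.6, which has 27 exons, and lies 9306 bases from the start of that transcript. Of the 6 annotated Dicer1 transcripts, 1 has an intron that holds the element. Because the deposited values count fragments on exons, the deletion itself cannot be read from them.
According to the paper's methods, libraries were made with a KAPA mRNA HyperPrep kit and sequenced as paired-end reads on a NovaSeq. The authors trimmed the reads with BBDuk, aligned them to mm10 with HISAT2, kept uniquely aligned fragments, merged technical replicates and counted fragments per gene with featureCounts. The methods name the RefSeq gene annotation, whereas the header of the deposited tables names Gencode vM18 and gives options under which a fragment over overlapping genes is counted for each of them. The counts were deposited without normalization in 14 tables, whose values were identical wherever tables shared a library. The table of all libraries lists 54146 genes, of which 29004 had at least 1 count. Counted fragments per library ranged from 15566122 to 29000473 (median 23275996) in untreated WT, from 15579730 to 25337734 (median 18071813) in IFNG-treated WT, from 23760033 to 29587932 (median 26630614) in untreated KO and from 19820090 to 37992642 (median 26235555.5) in IFNG-treated KO. Libraries of the same clone and treatment differed by more than sampling noise in all 30 pairs, with a chi-square per degree of freedom between 1.95 and 19.5. This check is against counting noise only and cannot show whether the libraries came from separate cultures. Each library was treated as a replicate. All 30 libraries correlated best with libraries of their own clone in the other treatment, over the 500 genes used for that check (lowest r with the own clone 0.90, highest r with another clone 0.66). The lists of compared libraries followed the paper's pairwise comparisons, with edgeR's filterByExpr removing genes of low count from each. The difference between the KO and WT responses to IFNG was tested as an interaction term in a fit over all libraries with clone and treatment as further terms. Libraries of one clone are replicates of that clone and not independent edited clones, so p-values from pooled libraries do not include the full variation between clones.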

Consistent with the RT-qPCR results, we found that *Dicer1* showed significant IFNG-inducible upregulation in all WT clones but that this induction was completely ablated in B2_Mm2.Dicer1 KO clones (Figure 4B). 

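In CPM after TMM normalization, Dicer1 rose from 105 ± 7.21 (SD, n = 3) in untreated WT1 to 136 ± 4.19 (SD, n = 3) after IFNG. It rose from 128 ± 2.95 to 158.5 ± 1.38 in WT2 and from 123 ± 2.48 to 161 ± 9.85 in WT3 (SD, n = 3 each). In KO1, Dicer1 was at 71.5 ± 1.30 CPM untreated and 75.0 ± 5.18 CPM after IFNG, and in KO2 at 105 ± 3.65 CPM untreated and 99.6 ± 4.34 CPM after IFNG (SD, n = 3 each). The log2FC in response to IFNG was 0.36 in WT1 (standard error 0.0639, edgeR FDR-adjusted p-value = 0.000763), 0.32 in WT2 (standard error 0.0352, adjusted p-value = 2.23e-07) and 0.40 in WT3 (standard error 0.0471, adjusted p-value = 1.87e-06). These correspond to fold changes of 1.28, 1.25 and 1.32. The response was 0.10 in KO1 (standard error 0.0540, adjusted p-value = 0.193) and -0.070 in KO2 (standard error 0.0488, adjusted p-value = 0.338), neither of which passed the threshold. Over pooled clones, the log2FC was 0.36 in WT (standard error 0.0617, adjusted p-value = 0.000110) and -0.0021 in KO (standard error 0.136, adjusted p-value = 0.995). The difference between the genotypes was itself significant, with an interaction log2FC of -0.36 (standard error 0.0486, adjusted p-value = 5.66e-05). This interaction passed the threshold in every fit run, and without KO2 it was -0.29 with an adjusted p-value of 0.0130. With each clone taken as 1 unit, the mean response was 0.36 over the 3 WT clones and 0.015 over the 2 KO clones, and the difference of -0.35 had a two-sided exact permutation p-value of 0.1, the smallest that 3 clones against 2 allow.
The treatment took effect in both genotypes. Gbp2b, a strongly induced ISG, rose with a log2FC of 8.75 in pooled WT (standard error 0.134) and 9.63 in pooled KO (standard error 0.0873). Irf1 rose with a log2FC of 5.10 in pooled WT (standard error 0.0663) and 5.13 in pooled KO (standard error 0.114).

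**Figure D2:**
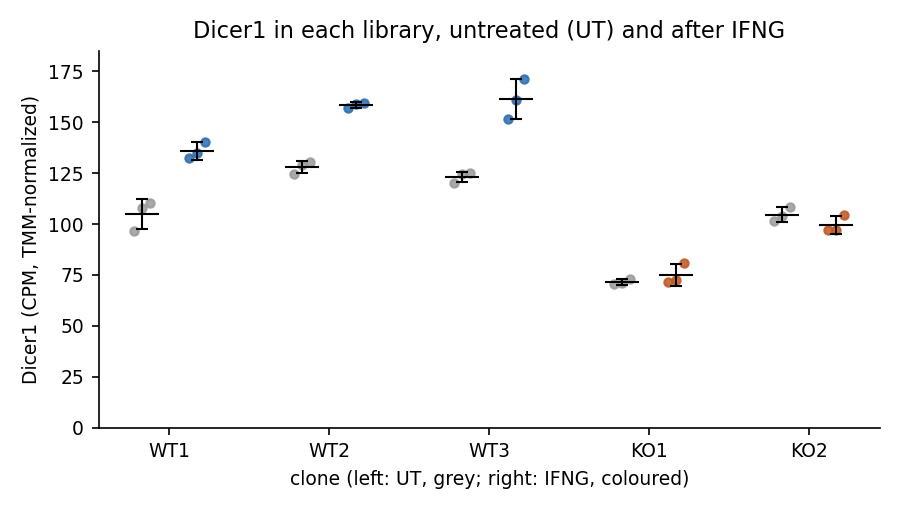
Dicer1 level (CPM, TMM-normalized, y axis) in each of the 30 libraries by clone (x axis), untreated on the left of each pair in grey and IFNG-treated on the right in colour. Points are libraries and black bars show the mean ± SD of 3 libraries; in each WT clone the IFNG-treated libraries lie above the untreated ones, and in KO1 and KO2 the treatments overlap.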

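Over the untreated libraries, Dicer1 averaged 119 ± 11.3 CPM in WT (SD, n = 9) and 88.0 ± 18.2 CPM in KO (SD, n = 6). The pooled comparison gave a log2FC of -0.43 (standard error 0.107, edgeR FDR-adjusted p-value = 0.00689). Between the KO clones the difference was uneven. KO1 alone against pooled WT gave a log2FC of -0.74 (standard error 0.0822, adjusted p-value = 4.13e-05), whereas KO2 alone gave -0.18 (standard error 0.0799, adjusted p-value = 0.179), which did not pass the threshold. The untreated KO2 libraries, from 101 to 108 CPM, lay within the range of the untreated WT1 libraries, from 96.8 to 110 CPM. When WT1 was left out, KO2 was lower than the remaining WT clones with a log2FC of -0.26 (adjusted p-value = 4.70e-05). Since chromosome 12 genes as a whole were lower in KO1, the comparisons were also normalized on chromosome 12 genes alone, a setting chosen after the data had been seen. These fits held chromosome 12 genes only, so dispersions and p-value adjustment used those genes too. Their adjusted p-values are not comparable with those over all genes tested. Relative to chromosome 12 genes, the log2FC of Dicer1 was -0.28 for pooled KO (adjusted p-value = 0.00294), -0.38 for KO1 (adjusted p-value = 0.00213) and -0.19 for KO2 (adjusted p-value = 0.134). With the counts of each clone summed, so that 3 WT clones were set against 2 KO clones, the log2FC was -0.44 and the adjusted p-value 0.446.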

Notably, the RNA-seq normalized count data revealed that expression of *Dicer1* were also significantly reduced in untreated KO cells (log_2_FC = –0.43, FDR-adjusted p-value = 9.246 × 10^–4^) (Figures 4B and 5A, Figure 3—figure supplement 5B–C). 

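In the IFNG-treated libraries, Dicer1 averaged 152 ± 13.2 CPM in WT (SD, n = 9) and 87.3 ± 14.1 CPM in KO (SD, n = 6). Every KO library, between 71.5 and 105 CPM, was below every WT library, between 132 and 171 CPM. The pooled log2FC was -0.80 (standard error 0.0890, edgeR FDR-adjusted p-value = 1.35e-05). KO1 and KO2 each passed the threshold on their own, with a log2FC of -1.01 (standard error 0.0880, adjusted p-value = 9.52e-06) and -0.61 (standard error 0.0825, adjusted p-value = 0.000550). Relative to chromosome 12 genes, the log2FC was -0.65 for pooled KO (adjusted p-value = 7.41e-07), -0.68 for KO1 (adjusted p-value = 3.73e-05) and -0.63 for KO2 (adjusted p-value = 4.00e-04). These p-values were adjusted over chromosome 12 genes only. On counts summed per clone, the log2FC was -0.79 with an adjusted p-value of 0.257.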

Focusing on the IFNG-treated condition, *Dicer1* was significantly downregulated in KO cells compared to WT cells (log_2_FC = –0.80, FDR-adjusted p-value = 3.393 × 10^–15^). The deletion of the element did not affect inducibility of other ISGs in the 5 Mb locus including the nearby highly induced *SerpinA3* ISGs locus (Figure 4C–D). This indicates that the B2_Mm2.Dicer1 element specifically regulates both basal expression levels of *Dicer1* and inducible expression by IFNG. 

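Within the 5 Mb window, 8 of the 35 genes tested in pooled WT were significantly higher after IFNG and 7 were lower. In pooled KO, 6 of 34 tested genes were higher, all of them also higher in WT, and 2 were lower. The pooled fits behind these counts had no term for clone, so differences between clones remained in their spread. The 6 genes higher in both genotypes were Ddx24, Ifi27l2a, Serpina3f, Serpina3g, Serpina3h and Serpina3i. Besides Dicer1, Gm47260 was higher in WT alone, and its interaction did not pass the threshold (log2FC -0.097, edgeR FDR-adjusted p-value = 0.957). The Serpina3 genes lie 476 to 525 kb from the element and were near 0 CPM in untreated cells. After IFNG, Serpina3g reached 174 CPM in WT and 260 CPM in KO, Serpina3f 58.0 and 73.2 CPM, Serpina3h 12.2 and 27.8 CPM, and Serpina3i 6.64 and 12.7 CPM. Their responses had a log2FC of 11.17 in WT and 10.37 in KO for Serpina3g and of 10.25 in both for Serpina3f. Because the untreated counts were close to 0, the interaction of these genes is imprecise. It was -0.84 for Serpina3g (standard error 0.515, edgeR FDR-adjusted p-value = 0.683) and -0.052 for Serpina3f (standard error 0.457, adjusted p-value = 0.994). Compared directly under IFNG, they were higher in KO than in WT, with a log2FC of 0.58 for Serpina3g (standard error 0.0912, adjusted p-value = 0.000254), 0.34 for Serpina3f (standard error 0.0690, adjusted p-value = 0.00196), 1.19 for Serpina3h (standard error 0.183, adjusted p-value = 0.000203) and 0.93 for Serpina3i (standard error 0.152, adjusted p-value = 0.000355). None of the 4 passed the threshold on counts summed per clone (adjusted p-values from 0.273 to 0.355). With 1 clone left out, the log2FC ran from 0.47 to 0.73 for Serpina3g and from 0.28 to 0.43 for Serpina3f. It ran from 0.66 to 1.58 for Serpina3h and from 0.49 to 1.27 for Serpina3i. Fragments of these paralogs can be divided between or lost from near-identical copies. Serpina3c, Serpina3d-ps, Serpina3e-ps and Serpina3j, which are labeled in Figure 4C or 4D, had mean levels of at most 0.545 CPM in any group and are too low to compare.
The interaction of genotype and IFNG was tested for 39 window genes. Dicer1 passed the threshold, both adjusted over all genes tested and adjusted over the window alone (7.52e-07). Of the 38 others, 1 had an unadjusted p-value under 0.05, Clmn, named here after its value was seen, whose interaction log2FC was -0.29 (standard error 0.0891, adjusted p-value = 0.145). Clmn passed over the window alone, with Dicer1, under a filter of 10 counts in every library, with libraries thinned to a common total and with normalization on chromosome 12 genes. Without WT1, Syne3 also passed over all genes tested (log2FC 0.27, adjusted p-value = 0.00589), and 5 genes passed over the window alone, namely Dicer1, Gm20604, Moap1, Serpina3g and Syne3. Among the 25 other window genes with a mean of at least 1 CPM in every group, the interaction ranged from -0.29 to 0.14, with a median standard error of 0.0743.

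**Figure D3:**
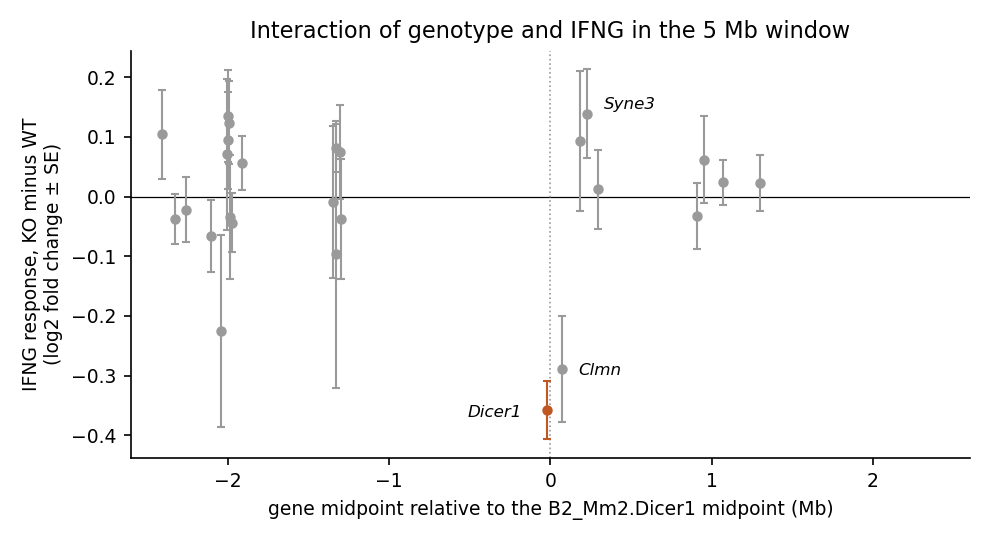
Interaction of genotype and IFNG (KO response minus WT response, log2FC ± standard error, y axis) against the distance of the gene midpoint from the midpoint of B2_Mm2.Dicer1 (Mb, x axis). The 26 genes with a mean of at least 1 CPM in every genotype and treatment are shown, which leaves out the Serpina3 genes. Among those shown, Dicer1 (orange, -0.36) is the lowest and Clmn (-0.29) the next.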

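Across the genome, the response to IFNG differed between KO and WT for 150 of 14682 genes tested (edgeR, FDR-adjusted p-value under 0.05), 100 with a positive and 50 with a negative interaction log2FC (KO response minus WT response). Dicer1 ranked 5 by p-value among all genes and 1 among those with a negative interaction. Of these 150, 51 were ISGs with a log2FC above 1 in pooled WT, 32 with a positive and 19 with a negative interaction. Over all 506 such ISGs the median interaction was 0.0012. Among the 150 genes, with a mean of at least 1 CPM in some group, the 3 largest positive interactions were those of Cxcl2 (log2FC 1.23, standard error 0.183, adjusted p-value = 0.000173), which fell under IFNG in both genotypes, from 151 to 17.8 CPM in WT and from 176 to 49.8 CPM in KO, Acod1 (log2FC 1.20, standard error 0.307, adjusted p-value = 0.0453) and Ptgs2 (log2FC 1.12, standard error 0.208, adjusted p-value = 0.00325). The 3 largest negative ones were those of Pla2g7 (log2FC -2.96, standard error 0.610, adjusted p-value = 0.00792), which is near 0 CPM in WT, Gm38377 (log2FC -1.68, standard error 0.430, adjusted p-value = 0.0461) and Gm12366 (log2FC -1.05, standard error 0.208, adjusted p-value = 0.00585). Gbp2b responded more in KO (interaction log2FC 0.85, standard error 0.126, adjusted p-value = 0.000172). Of these 7 genes, Cxcl2 alone passed in every fit with 1 clone left out. The interaction of Acod1 failed to pass in 4 of the 5 such fits (0.011 without WT1), with DESeq2 (log2FC 0.63, adjusted p-value = 0.628) and with libraries thinned to one total. Gm38377 failed in 3 of the 5 (adjusted p-value up to 0.495) and after thinning. Ptgs2 failed without KO1 and without WT1 (log2FC 0.62), Pla2g7 without WT2 and without WT3, Gm12366 without KO2 and without WT2, and Gbp2b without KO1 (adjusted p-value = 0.0761). The number of genes with an interaction ranged from 21 without KO1 to 570 without WT1. At the basal level, 3689 of 13886 genes tested differed between untreated KO and WT, 1692 higher and 1997 lower in KO, and 1850 of them were more significant than Dicer1. Without KO1 the number was 1674, and without WT1 it was 6472. The paper reasons that the deletion abolished the induction of Dicer1 and lowered its untreated level while other ISGs in the 5 Mb locus remained inducible, and concludes that B2_Mm2.Dicer1 specifically regulates basal and inducible expression of Dicer1.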

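The KO clones were also compared directly. Dicer1 was lower in KO1 than in KO2, with a log2FC of -0.56 in untreated cells (standard error 0.0426, edgeR FDR-adjusted p-value = 1.91e-07) and of -0.41 after IFNG (standard error 0.0590, adjusted p-value = 0.000299). Relative to chromosome 12 genes, which were lower in KO1, the difference was -0.18 in untreated cells (adjusted p-value = 0.00510) and -0.026 after IFNG (adjusted p-value = 0.809). Both p-values were adjusted over chromosome 12 genes only. The interaction of genotype and IFNG at Dicer1 was significant with either KO clone alone, and with KO2 alone its log2FC was -0.43 (adjusted p-value = 0.000119). Among chromosome 12 genes with a mean CPM of at least 1, the share that was shifted further down than Dicer1 was 1.83% in IFNG-treated KO1 (8 of 436) and 1.15% in IFNG-treated KO2 (5 of 436). The corresponding shares in untreated cells were 7.24% in KO1 (31 of 428) and 11.9% in KO2 (51 of 428).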

While the enhancer deletion on *Dicer1* expression levels had a modest downregulating effect, this effect was specific and consistent across individually edited clones, particularly under IFNG-stimulated conditions (Figure 4C–D, Figure 3—figure supplement 5D–E).

**Figure 5.**
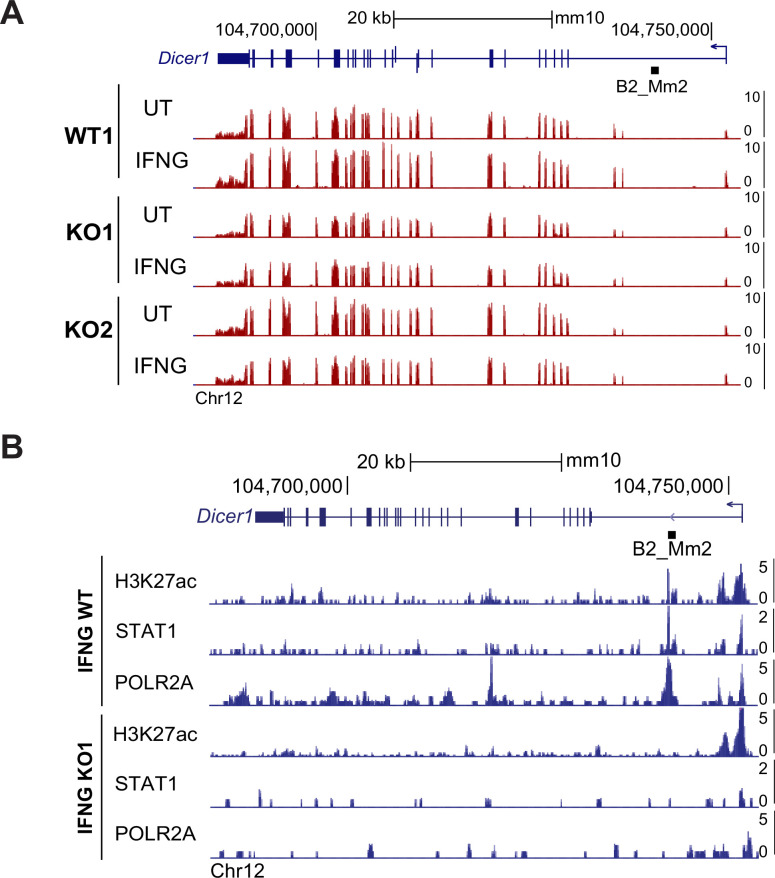
B2_Mm2 impacts local chromatin profile. (**A**) Genome browser screenshot of the *Dicer1* locus visualizing CPM-normalized expression in WT and B2_Mm2.Dicer1 KO J774A.1 cells. Values on the right of each track correspond to signal maxima. B2_Mm2.Dicer1 is represented as a black box (not drawn to scale). (**B**) Genome browser screenshot of the *Dicer1* locus showing CUT&TAG data from bulk WT and B2_Mm2.Dicer1 KO J774A.1 cells. CPM: Counts per million.

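Between IFNG-treated KO and WT cells, 3258 of 13637 genes tested had an FDR-adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 1485 higher and 1773 lower in KO. DESeq2 on the same counts called 3598 genes. With 1 clone left out, the number ranged from 1411 without KO1 to 5992 without WT1. In these libraries 98 genes had a smaller p-value than Dicer1, against 101 with DESeq2, and 91 genes were in both lists. Without WT1, 404 genes did, and without KO2, 40 genes did. Of the 98 genes, 33 had a larger absolute log2FC than Dicer1, and the smallest absolute log2FC among them was 0.30. Among genes past the threshold with a mean of at least 1 CPM in some group and both KO clones outside the range of the WT clones, the largest decreases were in Art3, Ncs1 and Ccdc125. Art3 (log2FC -5.69, standard error 0.241, edgeR FDR-adjusted p-value = 2.70e-10) averaged 17.2 ± 4.18 CPM in WT (SD, n = 9) and 0.313 ± 0.125 CPM in KO (SD, n = 6). Ncs1 averaged 2.35 CPM in WT and 0.0408 CPM in KO, and Ccdc125 averaged 1.16 CPM in WT and 0.0565 CPM in KO. The largest increases were in Pla2g7, Adgre1 and Crym. Pla2g7 averaged 0.161 ± 0.142 CPM in WT (SD, n = 9) and 25.1 ± 2.90 CPM in KO (SD, n = 6). Adgre1 (log2FC 2.43, standard error 0.456, adjusted p-value = 0.00103) averaged 262 ± 16.9 CPM in KO (SD, n = 6), but its WT clones differed widely, with means of 9.88, 89.6 and 46.3 CPM in WT1, WT2 and WT3. Crym (log2FC 2.25, standard error 0.774, adjusted p-value = 0.0437) did not pass with DESeq2 or when KO1, KO2 or WT2 was left out. In untreated cells, Art3, Ccdc125 and Ncs1 were again the 3 with the largest decreases, and the largest increases were in Pla2g7, Ttn and Adgre1. Untreated Ttn averaged 2.88 CPM in KO1 and 0.442 CPM in KO2, against 0.112 to 0.264 CPM in the WT clones, and without KO1 it did not pass (log2FC 1.04, adjusted p-value = 0.209). When the 3 libraries of each clone were summed, 1 gene passed the threshold after IFNG, Art3, while 1824 of 16197 genes had an unadjusted p-value under 0.05.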

Genome-wide, there were 101 genes that showed greater significance than *Dicer1* when testing for differential expression between IFNG-treated KO and WT cells (out of 3,567 genes with FDR-adjusted p-value <0.05; Supplementary file 8). Out of these 101 genes, 24 showed higher variability than *Dicer1* (based on DESeq2 log_2_FC standard error) between individual clones (Figure 3—figure supplement 5B–E), consistent with intrinsic clonal transcriptional variation revealed by the limiting dilution and/or CRISPR editing process (Nahmad et al., 2022; Westermann et al., 2022). 

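Under edgeR, 21 of the 98 genes that were more significant than Dicer1 had a larger standard error of the log2FC than Dicer1, taken as the absolute log2FC divided by the square root of the F statistic. With DESeq2's own standard errors, the number was 24 of 101. The standard error of Dicer1 was 0.0890 with edgeR and 0.0941 with DESeq2. In all 98 genes, the 21 included, the means of KO1 and KO2 lay on the same side outside the range of the WT means. All 98 also passed with each KO clone alone against WT. A larger standard error thus did not mark genes in which the KO clones disagreed in direction. As the 98 were chosen by p-value in these same libraries, this is no independent test. Over all 13637 genes tested, the means of KO1 and KO2 both lay on the same side outside the range of the WT means in 31.9%, against 20% by chance. The clones were also split in the 9 other ways into 3 and 2. When WT2 and WT3 were set against WT1, KO1 and KO2, which leaves both KO clones on one side, 5265 genes passed the threshold after IFNG. The 8 remaining splits gave from 10 to 2849 genes, fewer than KO against WT.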

Thirty-five of these genes showed upregulation in the KO cells, suggesting that they could be silencing targets of *Dicer1* that become upregulated upon *Dicer1* downregulation. However, given the relatively modest effect of *Dicer1* especially in the untreated condition, further experiments would be necessary to establish these genes as targets of *Dicer1*.

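Of the 98 genes, 32 were higher and 66 were lower in KO with edgeR, and of the 101 genes found with DESeq2, 35 were higher and 66 lower. The 98 genes were unevenly spread over the chromosomes. Chromosome 6 held 36 of them, all lower in KO, chromosome 1 held 12, of which 11 were lower, and chromosome 17 held 9, all higher. Chromosome 12 held 2. Outside chromosomes 6, 12 and 17 there were 51, of which 22 were higher and 29 lower. Among all genes tested on chromosome 6, 364 of 681 (53.5%) passed the threshold and 345 of these were lower in KO, whereas 2517 of 11783 genes (21.4%) passed outside chromosomes 6, 12 and 17. Some of those chromosomes were one-sided too. On chromosome 1, 285 of 875 genes (32.6%) passed, 214 of them lower in KO, and on chromosome 2, 189 of the 267 that passed were higher. On chromosome 17, 253 of 687 genes (36.8%) passed, 236 of them higher in KO. In IFNG-treated cells, the median shift of chromosome 17 genes was 0.190 in KO1 and 0.185 in KO2 against the WT clones. Each WT clone was set against the other WT clones, which gave 0.244 in WT1, -0.118 in WT2 and -0.133 in WT3. A higher level of chromosome 17 genes was thus not confined to the KO clones. The number of higher genes that were more significant than Dicer1 ranged from 17 without KO2 to 251 without WT1.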

We confirmed the absence of intronic enhancer activity in B2_Mm2.Dicer1 knockout cells. We used CUT&TAG (Kaya-Okur et al., 2020) to profile H3K27ac, phosphorylated RNA polymerase II subunit A (POLR2A), and STAT1. In IFNG-stimulated WT cells, the B2_Mm2.Dicer1 element shows prominent H3K27ac, STAT1, and POLR2A signal. However, these signals are completely lost in the knockout clone (Figure 5B). Collectively, these experiments confirm that B2_Mm2.Dicer1 has been co-opted to function as an IFNG-inducible enhancer that regulates *Dicer1*.

Given the B2_Mm2.Dicer1 element is bound by POLR2A in WT cells, we asked whether the B2_Mm2.Dicer1 element may alter transcription by affecting usage of different splice sites or polyadenylation sites, which would be consistent with pause site activity (Jonkers and Lis, 2015). We examined transcript isoform-level expression changes in KO cells in both untreated and treated conditions and found multiple transcripts that showed the same trend as the gene-level analysis, where most expressed transcripts are downregulated in both basal and IFNG-treated conditions and show lack of inducibility in KO cells (Supplementary file 9). These findings are consistent with the element acting primarily as an IFNG-inducible enhancer without any major effect on alternative splicing. However, further experiments such as CDK9 inhibition and profiling of nascent transcription in stimulated conditions (Gressel et al., 2017; Laitem et al., 2015) are necessary to establish whether the element affects transcriptional elongation.

Considering that the B2_Mm2 enhancer is specific to rodents, we examined the regulatory landscape of the human *DICER1* locus. Our analysis of RNA-seq data from human primary monocytes treated with IFNG for 24 hr (Qiao et al., 2016) indicated that human *DICER1* expression is not induced by IFNG (Supplementary file 1, Figure 3—figure supplement 3). However, ChIP-seq data from IFN-treated monocytes from the same group (Qiao et al., 2013) showed multiple inducible STAT1 binding sites within the human *DICER1* locus, including one originating from a primate-specific TE (LTR27) (Figure 3—figure supplement 3). Although these binding sites do not correlate with inducible *DICER1* expression in the matched RNA-seq dataset, they suggest human *DICER1* may be inducible under different conditions. An analysis of an independent dataset generated from another donor (McCann et al., 2022) supported the inducible expression of *DICER1* (log_2_FC = 0.91 and FDR adjusted *P*-value = 3.0 × 10^–4^; Supplementary file 1). Thus, while the evidence for inducible human *DICER1* expression is inconsistent, our analyses indicate that human *DICER1* has independently evolved primate-specific binding STAT1 binding sites, which may also confer inducible regulation.

## Discussion

B2 SINE elements are abundant in the mouse genome and they have been widely studied due to their substantial influence on genome regulation and evolution. B2 elements have contributed non-coding RNAs inducible by stress or infection (Allen et al., 2004; Karijolich et al., 2017; Karijolich et al., 2015; Li et al., 1999; Schaller et al., 2020; Walters et al., 2009; Wick et al., 2003; Williams et al., 2004), splicing signals (Kress et al., 1984), promoter elements (Ferrigno et al., 2001), and CTCF-bound insulator elements (Ichiyanagi et al., 2021; Lunyak et al., 2007; Schmidt et al., 2012). Our study reveals a new subclass of B2 elements that have IFNG-inducible enhancer activity. These elements, which belong to the B2_Mm2 subfamily, contain strong binding sites for both STAT1 and CTCF, are marked by H3K27ac, and have the potential to exert inducible enhancer activity on nearby genes.

Given the abundance of B2 elements and their potential to cause pathological regulatory rewiring, many B2 elements are targeted for SETDB1/H3K9me3-mediated epigenetic repression which inhibits their regulatory potential (Gualdrini et al., 2022). Therefore, the functional impact of B2 elements on the mouse epigenome remains unclear. By using CRISPR to generate knockout cells of a B2_Mm2 element, we demonstrated that B2 elements can be co-opted to act as inducible enhancer elements in the context of IFNG stimulation. While our experiments were conducted in the J774.A1 immortalized cell line, we confirmed that thousands of B2_Mm2 elements including B2_Mm2.Dicer1 show strong transcriptional and epigenetic signatures of inducible enhancer activity in multiple primary macrophage epigenomic datasets.

We identified hundreds of B2_Mm2-derived enhancers that are predicted to regulate genes displaying IFNG-inducible expression in mouse cells but not human cells, which supports their role in facilitating lineage-specific evolution of the IFNG-inducible regulatory network. However, we also identified a subset of target genes that show inducible expression in both species, suggesting independent evolution or turnover of regulatory elements that could serve similar regulatory functions as the B2_Mm2 enhancers. For instance, we identified an intronic STAT1 binding site derived from a primate-specific TE in the human *DICER1* locus. While we did not uncover consistent evidence supporting IFNG-inducible regulation of human *DICER1*, these observations align with the concept of convergent regulatory evolution, in which similar expression patterns are perpetuated by the co-option of lineage-specific TEs (Choudhary et al., 2020; Sundaram et al., 2014). Therefore, as B2_Mm2 elements shaped the evolution of rodent immune regulatory networks, individual co-option events may have mediated either divergence or preservation of gene expression patterns.

Our identification of a B2_Mm2 element as an intronic enhancer of *Dicer1* potentially uncovers a novel regulatory feedback loop that controls *Dicer1* function related to TE silencing. Previous studies have demonstrated that *Dicer1* cleaves double-stranded RNAs including those derived from B2 SINE transcripts (Fan et al., 2021). In *Dicer1* knockout embryonic stem cells, TE-derived transcripts are upregulated (Bodak et al., 2017), and upregulation of B2-derived double-stranded RNAs causes activation of the IFN response (Gurung et al., 2021). Therefore, *Dicer1* is important for defense against aberrant TE upregulation. We speculate that co-option of the B2_Mm2 element as an enhancer of *Dicer1* facilitates upregulation of *Dicer1* in response to conditions that drive TE upregulation, such as infection or stress.

In human, dysregulation of *DICER1* is associated with a wide range of pathologies ranging from DICER1 syndrome, cancer, neurological diseases such as Parkinson’s disease, and autoimmune disorders such as rheumatoid arthritis (Theotoki et al., 2020). While *DICER1* has a highly conserved function as an endonuclease involved in RNA interference, our work highlights that orthologs of *DICER1* have undergone lineage- or species-specific regulatory evolution that may drive underappreciated differences in function across species. While we found that both human and mouse orthologs of *DICER1* have STAT1 binding sites, the underlying cis-regulatory architecture is not conserved and likely results in different expression patterns. This could have significant implications when developing and testing RNA-based therapeutics in mouse genetic models, which may elicit distinct *Dicer1*-mediated responses due to species-specific enhancers such as B2_Mm2.Dicer1.

In conclusion, our work adds to a growing body of evidence highlighting the co-option of lineage-specific TEs for the regulation of ISGs. Previous genomic and experimental studies in human (Chuong et al., 2016) and cow cells (Kelly et al., 2022) have revealed independent co-option of TEs as IFNG-inducible enhancer elements. Interestingly, while endogenous retroviruses have been described as a prevalent source of TE-derived inducible enhancers in human, their contribution is relatively minor in cows and mice. Instead, we found that the B2_Mm2 SINE subfamily is the predominant source of TE-derived inducible enhancers in mouse, and the Bov-A2 SINE subfamily is the predominant source in cow (Kelly et al., 2022). These findings indicate that the acquisition of STAT1-associated GAS motifs and enhancer activity is not limited to a specific type of TE. In human cells, Alu SINE sequences are transcriptionally activated upon infection (Jang and Latchman, 1989; Panning and Smiley, 1993), although their epigenetic impact remains unexplored. It remains unclear whether the infection-inducible regulatory activity promotes SINE replication, and it is possible that the emergence of these motifs is coincidental and does not affect TE fitness. Nevertheless, our work supports the idea that TEs have been repeatedly co-opted as IFNG-inducible enhancers throughout mammalian evolution, contributing to the rewiring of immune regulatory networks.

## Materials and methods

### Sequences

A list of all primer sequences and gRNA sequences can be found in Supplementary file 10.

### RNA-seq re-analysis

RNA-seq data (single-end reads) from primary murine BMDMs stimulated with 100 ng/mL IFNG for 2 or 4 hr (Piccolo et al., 2017) or 10 ng/mL IFNG for 2 hr (Platanitis et al., 2019) were downloaded from SRA using fasterq-dump v2.10.5 (NCBI, 2022 ). Adapters and low-quality reads were trimmed using BBDuk v38.05 (Bushnell, 2018) using options ‘*ktrim = r k=34 mink = 11 hdist = 1 qtrim = r trimq = 10 tpe tbo*’. Library quality was assessed using FastQC v0.11.8 (Andrews, 2018) and MultiQC v1.7 (Ewels et al., 2016), and trimmed reads were aligned to the mm10 assembly using HISAT2 v2.1.0 (Kim et al., 2019) with option *‘*--no-softclip’. Only uniquely aligned fragments (MAPQ ≥ 10) were retained using samtools v1.10 (Li et al., 2009). Aligned fragments were assigned to the complete mm10 Gencode vM18 (Frankish et al., 2021) annotation in an unstranded manner using featureCounts v1.6.2 (Liao et al., 2014) with options ‘*-p -O -s 0 t exon -g gene_id*’, and differentially expressed genes between IFNG-stimulated and unstimulated cells were called using DESeq2 v1.26.0 (Love et al., 2014). For most analyses, ISGs and IRGs were defined as genes with a false discovery rate (FDR) adjusted p-value of at least 0.05 and log_2_FC greater than 0 and less than zero, respectively. Nonresponsive genes were defined using the following cutoffs: baseMean greater than 100; FDR adjusted p-value greater than 0.90; and absolute log_2_FC less than 0.10. Interferon stimulation was confirmed by gene ontology analysis using gProfiler (last updated 05/18/2022) with FDR adjusted p-value <0.05 (Raudvere et al., 2019). We additionally aligned RNA-seq data from human CD14^+^ monocytes stimulated with 100 U/mL IFNG for 24 hr to the hg38 assembly and identified differentially expressed genes using Gencode v38 (Frankish et al., 2021) with the methods described above.

### ChIP-seq re-analysis

ChIP-seq data (single-end reads) from primary murine BMDMs (Cuartero et al., 2018; Gualdrini et al., 2022; Piccolo et al., 2017; Platanitis et al., 2019) were downloaded from SRA using fasterq-dump v2.10.5 (NCBI, 2022). Adapters and low-quality reads were trimmed using BBDuk v38.05 (Bushnell, 2018) using options ‘*ktrim = r k=34 mink = 11 hdist = 1 qtrim = r trimq = 10 tpe tbo*’. Library quality was assessed using FastQC v0.11.8 (Andrews, 2018) and MultiQC v1.7 (Ewels et al., 2016), and trimmed reads were aligned to the mm10 assembly using BWA-MEM v0.7.15 (Li, 2013). Low quality and unmapped reads were filtered using samtools v1.10 (Li et al., 2009), and duplicates were removed with Picard MarkDuplicates v2.6.0 (Broad Institute, 2016). Peak calling was performed with MACS2 v2.1.1 (Liu, 2014) using options ‘*--gsize mm –pvalue 0.01 –bdg –SPMR –call-summits*’. bigWigs corresponding to read pileup per million reads for visualization on the UCSC Genome Browser (Kent et al., 2002). Where possible, only peaks overlapping more than one replicate were retained for further analysis. To confirm whether STAT1 peaks were enriched for their associated binding motifs, we ran XSTREME v5.4.1 (Grant and Bailey, 2021) using options ‘*--minw 6 --maxw 20 –streme-nmotifs 20 –align center*’ querying against the JASPAR CORE 2018 vertebrates database (Fornes et al., 2020).

### Transposable element analysis

To identify TE families enriched for STAT1 and H3K27ac peaks, we used GIGGLE v0.6.3 (Layer et al., 2018) to create a database of all TE families annotated in the mm10 genome according to Dfam v2.0 (Storer et al., 2021) annotation. STAT1 and H3K27ac ChIP-seq peaks were then queried against each TE family in the database. GIGGLE applies the Fisher’s exact test to assess family-level enrichment, attributing an odds ratio, Fisher’s two tailed p-value, and a GIGGLE combo score combining the two values. We only retained TE families that met the following criteria: (1) number of total annotated elements >100; (2) number of elements overlapping a ChIP-seq peak >30; (3) odds ratio >3; and (4) a GIGGLE combo score >100. Results were visualized as a bubble plot where the filtered TE families were sorted by ascending Kimura divergence according to RepeatMasker (Smit et al., 2019) output. Reported odds ratios and p-values are derived from Fisher’s exact test. For further analysis, we intersected STAT1 peaks with the full TE annotation or B2 elements specifically using BEDTools v2.28.0 (Quinlan and Hall, 2010). For the heatmap visualizations using deepTools v3.0.1 (Ramírez et al., 2016), signal from counts per million- (CPM) normalized bigWigs was plotted over a subset of B2_Mm2 elements that are bound only by STAT1, CTCF, both, or neither. We additionally visualized ChIP-seq signal over all B2_Mm2, B2_Mm1a, and B2_Mm1t elements by descending average signal, excluding elements with zero overlapping signal.

To assess whether STAT1-bound B2_Mm2 elements are enriched near ISGs, we sorted all ISGs and IRGs by descending and ascending log_2_FC, respectively, and retained the top 750 genes. We additionally randomly subset for 750 nonresponsive genes. The absolute distance to the nearest ISG, IRG, or nonresponsive gene was determined for all STAT1-bound B2_Mm2 elements using BEDTools v2.28.0 (Quinlan and Hall, 2010). Randomly shuffled STAT1-bound B2_Mm2 as well as randomly subset, unbound B2_Mm2, B2_Mm1a, and B2_Mm1t were included as controls. Statistical significance was determined for the first 20 kb bin using Fisher’s exact test with BEDTools v2.28.0 (Quinlan and Hall, 2010).

To identify TE families that are differentially expressed in response to IFNG in primary murine BMDMs, we realigned the RNA-seq data to the mm10 reference genome using HISAT2 v2.1.0 (Kim et al., 2019) with options ‘*-k100 –no-softclip*’. Aligned reads were assigned to TE families using TEtranscripts v2.1.4 (Jin et al., 2015) with options ‘*--sortByPos –mode multi –iteration 100 –stranded no*’. TEtranscripts allows for quantification of TE expression at the family level and does not discriminate between individual elements within a family. To differentiate unbound and STAT1-bound B2_Mm2 elements, we generated a custom TE annotation file compatible with TEtranscripts that includes all TEs annotated in Dfam v2.0 (Storer et al., 2021) but annotates STAT1-bound B2_Mm2 elements as an independent subfamily. Differentially expressed TE families between IFNG-stimulated and unstimulated cells were identified using DESeq2 v1.26.0 (Love et al., 2014). TE families with an FDR less than 0.05 and an absolute log_2_FC greater than 0.50 were considered as differentially expressed. These relaxed thresholds were used to better enable the identification of differentially expressed TE families where only a subset of elements are inducibly expressed and the majority are only lowly expressed.

We identified putative STAT1 and CTCF binding sites genome-wide using FIMO v5.0.3 (Grant et al., 2011) with a *p*-value cutoff of 1×10^–4^ (heatmaps) or 1 (B2 box-and-whisker). For all motif analyses, binding motif position-weight matrices for STAT1 and CTCF were obtained from the JASPAR CORE 2018 vertebrate database (Fornes et al., 2020). To visualize motif presence over all B2 elements, repeat 5’ start coordinates were recalculated based on their alignment to the consensus according to RepeatMasker annotations. Motif presence was visualized as a heatmap using deepTools v3.0.1 (Ramírez et al., 2016), and elements were sorted by descending average signal. We additionally aligned the consensus sequences for B2_Mm2, B2_Mm1a, and B2_Mm1t from Repbase v24.02 and the sequence for B2_Mm2.Dicer1 using MUSCLE v3.8.1551 (Edgar, 2004). Predicted STAT1 and CTCF motifs were identified using FIMO v.5.0.3 (Grant et al., 2011), and base changes relative to the canonical binding motifs were highlighted according to the weight of each individual base in the position-weight matrices. Finally, we filtered for STAT1-bound B2_Mm2 elements that were non-overlapping, non-nested, and unique and ran AME v5.4.1 (McLeay and Bailey, 2010) using a subset of unbound B2_Mm2 elements as the background control with options ‘*--kmer 2 –method fisher –scoring avg*’.

### ATAC-seq re-analysis

Paired-end ATAC-seq data from primary murine BMDMs stimulated with 10 ng/mL IFNG for 2 hr (Platanitis et al., 2022) were downloaded from SRA using fasterq-dump v2.10.5 (NCBI, 2022). Adapters and low-quality reads were trimmed using BBDuk v38.05 (Bushnell, 2018) with options ‘*ktrim = r k=34 mink = 11 hdist = 1 tpe tbo qtrim = r trimq = 10*’. Library quality was assessed using FastQC v0.11.8 (Andrews, 2018) and MultiQC v1.7 (Ewels et al., 2016), and trimmed r eads were aligned to the mm10 assembly using Bowtie 2 v2.2.9 (Langmead and Salzberg, 2012) with options ‘*--end-to-end --very-sensitive -X 1000 --fr*’, and only uniquely mapping reads with a minimum MAPQ of 10 were retained. Fragments aligning to the mitochondrial genome were removed, and duplicates were removed using Picard MarkDuplicates v2.6.0 (Broad Institute, 2016). Aligned fragments were shifted +4/–5 using deepTools alignmentSieve v3.0.1 with option ‘*--ATACshift*’ (Ramírez et al., 2016) and used to call ATAC-seq peaks with an FDR <0.05 using MACS2 v2.1.1 (Liu, 2014) with options ‘*--SPMR -B --keep-dup all --format BAMPE –call-summits*’.

### Hi-C re-analysis

Paired-end Hi-C data from primary murine BMDMs stimulated with 10 ng/mL IFNG for 2 hr (Platanitis et al., 2022) were downloaded from SRA using fasterq-dump v2.10.5 (NCBI, 2022). Library quality was assessed using FastQC v0.11.8 (Andrews, 2018) and MultiQC v1.7 (Ewels et al., 2016), and reads were aligned to the mm10 assembly using BWA-MEM 0.7.17 (Li, 2013) with arguments ‘*-SP*’, and the resulting bam file was converted to pairsam format pairtools parse v0.2.2 (https://github.com/mirnylab/pairtools; Goloborodko, 2019). Technical replicates were merged using pairtools merge v0.2.2. Duplicate reads were marked using pairtools dedup v0.2.2, and only aligned fragments with pairtools classification ‘UU’ or ‘UC’ were retained using pairtools filter v0.2.2 resulting in approximately 600 M pairs. A Knight Ruiz (KR)-normalized, Arima restriction site-aware Hi-C matrix was prepared using juicer pre v1.22.01 (Dudchenko et al., 2017) at 5 kb resolution and fitted to a powerlaw distribution in preparation for running the Activity-by-Contact (ABC) model (Fulco et al., 2019).

### Gene-enhancer target prediction by Activity-by-Contact (ABC) analysis

We applied the Hi-C matrix (Platanitis et al., 2022) in conjunction with ATAC-seq (Platanitis et al., 2022) and H3K27ac (Piccolo et al., 2017) data from IFNG-stimulated BMDMs to predict enhancer activity using the Activity-by-Contact (ABC) model (Fulco et al., 2019). The ABC model predicts enhancer-gene contacts by leveraging epigenomic and chromatin interaction capture data. Each potential enhancer-gene contact is assigned an ABC interaction score that depends on the activity of the enhancer by ATAC-seq and H3K27ac ChIP-seq in addition to the likelihood of contact by Hi-C. We ran the ABC model as previously described (Fulco et al., 2019). In brief, we first identified candidate enhancer elements using makeCandidateRegions.py with options *‘--peakExtendFromSummit 250 –nStrongestPeaks 150000*’ and quantified activity using run.neighborhoods.py. Predicted enhancer-gene pairs were attributed an ABC interaction score using predict.py with options ‘*--hic_type juicebox –hic_resolution 5000 –scale_hic_using_powerlaw –threshold 0.02 –make_all_putative*’. Only enhancer regions with an ABC interaction score over 0.001 were considered for subsequent analysis.

### Orthology analysis

We used BioMart with human Ensembl v105 annotation (Cunningham et al., 2022) to identify high confidence, one-to-one orthologs in mouse for each identified human ISG (log_2_FC >0, FDR adjusted p-value <0.05). A union set consisting of mouse and human-to-mouse ISGs was generated, and each ISG was identified as mouse-specific, human-specific, or shared according to induction status. To determine how broadly B2_Mm2 has shaped murine innate immune responses, we identified 344 unique B2_Mm2 elements fully overlapping enhancers predicted to interact with 706 ISGs using the ABC model with a minimum ABC score of 0.001. The proportion of ISGs predicted to interact with a putative B2_Mm2 enhancer were plotted according to species status. We independently identified 926 ISGs with at least one of 655 STAT1-bound B2_Mm2 elements (irrespective of ABC) within 50 kb of the transcriptional start site.

### Cell line passing and interferon treatments

J774A.1 mouse cells were purchased from ATCC and were cultured in DMEM supplemented with 1 X penicillin-streptomycin and 10% fetal bovine serum. J774A.1 cells were routinely passaged using 0.25% Trypsin-EDTA and cultured at 37 °C and 5% CO2. All IFNG treatments were performed using 100 ng/mL recombinant mouse IFNG (R&D Systems #485-MI-100). Cells were confirmed to be Mycoplasma-free by the Barbara Davis Center for Childhood Diabetes BioResources Core Molecular Biology Unit at the University of Colorado Anschutz Medical Center. The identity of the cells was verified using the ATCC Cell Line Authentication Service (STR profiling).

### Cytokine panel

All treatments were carried out using a 4 hr time period. IL-4 (Sigma-Aldrich #I1020-5UG) was added to a final concentration of 1 ng/mL, recombinant IFNA (R&D Systems #12100–1) to a final concentration of 1000 U/mL, recombinant IL-2 (R&D Systems #402 ML-020) to a final concentration of 100 ng/mL, and recombinant IL-6 (Sigma-Aldrich #I9646-5UG) to a final concentration of 20 ng/mL in accordance with manufacturers’ recommendations. RNA was extracted using an Omega Mag-Bind Total RNA Kit (Omega Bio-Tek #M6731-00) and analyzed via RT-qPCR.

### Design of gRNA constructs

Two gRNA sequences were designed to flank each side of B2_Mm2.Dicer1 in order to delete the element and generate knockout J774A.1 cells via SpCas9 (Integrated DNA Technologies #1081060). All gRNA sequences were also verified to uniquely target the locus of interest using the UCSC BLAT tool (Kent, 2002) against the mm10 genome assembly.

### Generation of CRISPR KO cell lines

After gRNAs were designed, we used Alt-R Neon electroporation (1400 V pulse voltage, 10 ms pulse width, 3 pulses total) with four different combinations of the gRNAs to target B2_Mm2. One set of guides was found to produce the expected doubles-stranded cuts on both sides of the element in the bulk electroporated cell populating using gel electrophoresis. Clonal lines were isolated using the array dilution method and screened for the expected homozygous deletion using primers flanking the B2_Mm2.Dicer1 element. Clonal lines homozygous for the deletion were further validated using one flanking primer and one primer internal to B2_Mm2.Dicer1. To determine deletion breakpoint sequences, PCR products flanking each deletion site were cloned into a sequencing vector using the CloneJET PCR Cloning Kit (Thermo Fisher Scientific #K1231) and transformed into 5-alpha Competent *E. coli* (New England Biolabs #C2987H). Plasmid DNA was harvested using the EZNA Omega Plasmid DNA Mini Kit I (Omega Bio-Tek #D6942-02), and the sequence of each construct was verified by Sanger sequencing (Quintara Biosciences, Fort Collins, CO; Genewiz, South Plainfield, NJ). Sequencing results were visualized by aligning to the mm10 reference genome using BLAT (Kent, 2002). We identified two clonal lines homozygous for the B2_Mm2.Dicer1 deletion for further experimentation.

### Quantifying *Dicer1* expression using RT-qPCR

Real-time quantitative polymerase chain reaction (RT-qPCR) was used to quantify *Dicer1* expression in WT and knockout cell lines. WT J774A.1 cells used in RT-qPCR are all biological replicates that underwent the same single cell seeding process as the KOs to serve as a control. Forward and reverse primers were designed for *CTCF*, *Dicer1*, and *Gbp2b*. Each set of primers was designed using a combination of tools from NCBI Primer BLAST (Ye et al., 2012), Benchling (Benchling), and IDT RT-qPCR Primer Design. The final primer sequences chosen were confirmed to uniquely bind to the desired target sequence using BLAT (Kent, 2002). RT-qPCR reactions were prepared using the Luna Universal One-Step RT-qPCR Kit (New England Biolabs #E3005S) according to the manufacturer’s instructions. RT-qPCR data were analyzed using *CTCF* as a housekeeping gene. A Cq, deltaCq, and deltaDeltaCq value were obtained for each well. These values were averaged to arrive at a mean deltaDeltaCq expression value for each treatment and genotype condition. Standard deviation and a two-tailed Student’s *t*-test were then calculated for each treatment and genotype condition. A p-value of less than 0.05 demonstrates there is a statistically significant difference in gene expression levels between two treatment and/or genotype conditions.

### J774A.1 RNA-seq library preparation

The Zymo Quick RNA Miniprep Plus Kit (Zymo Research #R1504) was used to extract RNA from J774A.1 cells for all treatments except for the cytokine panel which used the Omega RNA Extraction Kit (Omega Bio-Tek #M6731-00). WT J774A.1 cells used in RNA-seq and all downstream analysis were clones that underwent single-cell expansions of from wild-type J774A.1 cells. All RNA lysates and single-use aliquots of extracted RNA were stored at –80 °C until library preparation. RNA integrity was quantified with High Sensitivity RNA TapeStation 4200 (Agilent). Libraries were generated using the KAPA mRNA HyperPrep Kit (KAPA Biosystems #08098123702) according to the manufacturer’s protocol. The final libraries were pooled and sequenced on a NovaSeq 6000 as 150 bp paired-end reads (University of Colorado Genomics Core).

### J774A.1 RNA-seq analysis

Adapters and low quality reads were first trimmed using BBDuk v38.05 (Bushnell, 2018). Library quality was assessed using FastQC v0.11.8 (Andrews, 2018) and MultiQC v1.7 (Ewels et al., 2016) and trimmed reads were aligned to the mm10 assembly using HISAT2 v2.1.0 (Kim et al., 2019) with option ‘*--rna-strandness RF*’. Only uniquely aligned fragments were retained, and technical replicates were merged using samtools v1.10 (Li et al., 2009). CPM-normalized, stranded bigWigs were generated using deepTools bamCoverage v3.0.1 (Ramírez et al., 2016) and visualized using the UCSC Genome Browser (Kent et al., 2002). Aligned fragments were assigned to the mm10 refseq gene annotation in a reversely stranded manner using featureCounts v1.6.2 (Liao et al., 2014) with options ‘*-t exon -s 2*’, and differentially expressed genes were called using DESeq2 v1.26.0 (Ramírez et al., 2016). We analyzed every individual pairwise comparison to determine the effects due to both treatment and genotype. Untreated and wild type conditions were defined as the reference level. Log_2_FC values were shrunken using the apeglm function v1.8.0 (Zhu et al., 2019) for visualization across Chromosome 12 as a distance plot.

To determine whether the B2_Mm2.Dicer1 element acts as a regulator of splicing, we conducted transcriptome-guided transcript assembly on all WT and B2_Mm2.Dicer1 KO J774 RNA-seq alignments individually using Stringtie v1.3.3b with options ‘*--rf -j 5*’. Individual GTF files were merged into a single file with option ‘*--merge*’. Reads were subsequently aligned against the merged transcriptome using Salmon v1.9.0 with options ‘*--validateMappings –rangeFactorizationBins4 –gcBias*’. Transcript-level quantification data for each WT and KO sample were used for differential expression analysis with DESeq2 v1.26.0 (Ramírez et al., 2016).

### CUT&Tag

CUT&Tag datasets were generated using a protocol from Kaya-Okur and Henikoff, 2020; Kaya-Okur et al., 2020 with an input of 100–500 k cells and the following modifications: pAG-Tn5 (EpiCypher #15–1017) was diluted 1:40 in nuclease-free water containing 20 mM HEPES pH 7.5, 300 mM NaCl, 0.5 mM spermidine, 0.01% digitonin, and a protease inhibitor tablet, and libraries were amplified for 14 cycles. The following primary antibodies were used: rabbit IgG (1:1000, EpiCypher #13–0042), rabbit anti-H3K27ac (1:100), rabbit anti-pRPB1-Ser5 (1:100, Cell Signaling Technology #13523 S), rabbit anti-STAT1 (1:100, Cohesion Biosciences #CPA3322), rabbit anti-pSTAT1-Ser727 (1:100, Active Motif #39634), rabbit anti-CTCF (1:100, EMD Millipore #07-729-25UL). Guinea pig anti-rabbit IgG (1:100, Antibodies-Online #ABIN101961) was used as a secondary antibody. CUTANA pAG-Tn5 (EpiCypher #15–1017) was added to each sample following primary and secondary antibody incubation. Pulldown success was measured by Qubit dsDNA High Sensitivity (Invitrogen) and TapeStation 4200 HSD5000 (Agilent) before proceeding to library preparation. Pulldowns were concentrated and pooled using KAPA Pure Beads (Roche). The final pooled libraries were quantities with TapeStation 4200 HSD5000 and sequences on an Illumina NovaSeq 6000 as 150 bp paired-end reads (University of Colorado Genomics Core).

### CUT&Tag analysis

Adapters and low quality reads were first trimmed using BBDuk v38.05 (Bushnell, 2018). Library quality was assessed using FastQC v0.11.8 (Andrews, 2018) and MultiQC v1.7 (Ewels et al., 2016). Trimmed reads were then aligned to the mm10 assembly using BWA-MEM v0.7.15 (Li, 2013) and samtools (Li et al., 2009) retained only uniquely aligned fragments (MAPQ ≥ 10). Peaks were called without a control file using MACS2 v2.1.1 (Liu, 2014). bigWigs corresponding to read pileup per million reads for visualization on the UCSC Genome Browser (Kent et al., 2002).

### External datasets

Publicly available data were downloaded from public repositories using fasterq-dump from the NCBI SRA Toolkit. RNA-seq datasets were obtained from GSE84517, GSE115434, GSE84691, GSE176562, and GSE43036. ChIP-seq datasets were obtained from GSE84518, GSE108805, GSE189971, and GSE115433. Hi-C and ATAC-seq datasets were obtained from SRA using accession PRJNA694816.

### Data access

Raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) with accession number GSE202574.

### Code Availability

UCSC Genome browser sessions and all code available at https://genome.ucsc.edu/s/coke6162/B2_SINE_enhancers_Horton_et_al and https://github.com/coke6162/B2_SINE_enhancers (copy archived at Kelly, 2023).

## Data Availability

Raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) with accession number GSE202574. The following dataset was generated: HortonI KellyCJ SimpsonDM ChuongEB 2022Mouse SINE B2 elements function as IFN-inducible enhancer elementsNCBI Gene Expression OmnibusGSE20257410.7554/eLife.82617PMC1022912837158599 The following previously published datasets were used: PiccoloV CurinaA GenuaM GhislettiS SimonattoM SabòA AmatiB OstuniR NatoliG 2017Opposing macrophage-polarization programs show extensive epigenomic and transcriptional cross-talk [RNA-Seq]NCBI Gene Expression OmnibusGSE8451710.1038/ni.3710PMC552418728288101 PlatanitisE DeckerT 2019Transcription profile analysis of wild type and Irf9-/- bone marrow derived macrophages in response to type I and type II interferonsNCBI Gene Expression OmnibusGSE115434 QiaoY GiannopoulouE ZhangT 2016RNAseq to profile IFNg response in human primary monocytesNCBI Gene Expression OmnibusGSE84691 McCannKJ ChristensenS McGuirePJ MylesIA ZerbeCS LiP SukumarG DalgardCL LeonardWJ McCormickBA HollandSM 2021IFNg Regulates NAD+ Metabolism in Human MonocytesNCBI Gene Expression OmnibusGSE176562 QiaoY LiY GiannopoulouE 2013Synergistic Activation of Inflammatory Cytokine Genes by Priming of Regulatory DNA Elements for Increased Transcription in Response to TLR SignalingNCBI Gene Expression OmnibusGSE43036 PiccoloV CurinaA GenuaM GhislettiS SimonattoM SabòA AmatiB OstuniR NatoliG 2017Opposing macrophage-polarization programs show extensive epigenomic and transcriptional cross-talk [ChIP_narrow]NCBI Gene Expression OmnibusGSE8451810.1038/ni.3710PMC552418728288101 MerkenschlagerM DharmalingamG CuarteroS 2013Transcriptional control of macrophage inducible gene expression by cohesin [ChIP-Seq II]NCBI Gene Expression OmnibusGSE108805 GualdriniF PollettiS SimonattoM ProsperiniE NatoliG 2022H3K9 trimethylation in active compartments optimizes stimulus-regulated transcription by restricting usage of CTCF sites in SINE-B2 repeats [ChIP-Seq]NCBI Gene Expression OmnibusGSE189971 PlatanitisE DeckerT 2019STAT1, STAT2 and IRF9 transcription factor binding analysis in wild type and Irf9-/- bone marrow derived macrophages in response to type I and type II interferonsNCBI Gene Expression OmnibusGSE115433 Max Perutz Labs 20213D chromatin rearrangements in response to Interferon treatmentNCBI Sequence Read ArchivePRJNA694816

# Supplementary material for: Mouse B2 SINE elements function as IFN-inducible enhancers
**Source:** eLife. 2023 May 9;12:e82617. doi: 10.7554/eLife.82617
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Stated in the Methodology section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | Provided in Supplementary Table S8 as stated in the Methodology section |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Stated in the Methodology section |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Stated in the Methodology section |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination |  | N/A |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. |  | N/A |
| Define whether data describe technical or biological replicates. | Stated in the Methodology section |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Stated in the Methodology section as well as Supplemental Table S5. Intentional exclusion with explicit justification in text. |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Stated in the Methodology section and in the manuscript, where appropriate |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Stated in the Data Access sections |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Stated in the Data Access sections |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Stated in the External Datasets section as well as in the main text, figure legends, and supplemental tables, where appropriate |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Stated in the Methodology section. GitHub (stated in Code Availability): https://github.com/coke6162/B2_SINE_enhancers |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

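RNA-seq was done on J774A.1 cells from 3 WT and 2 KO clones, untreated or treated with 100 ng/mL IFNG for 4 h, with 3 libraries per clone and treatment (30 libraries). The deposited values are raw counts of fragments per gene, which the authors made by trimming reads with BBDuk, aligning them to mm10 with HISAT2, keeping uniquely aligned fragments, merging technical replicates and counting with featureCounts in reversely stranded mode. The paper's methods name a RefSeq annotation and the header of the deposited tables names Gencode vM18, with fragments over overlapping genes counted for each gene. The table of all 30 libraries was used, and the other 13 tables were checked to hold the same counts. Gene positions came from GENCODE vM21, in which 52480 of the gene identifiers were shared with the tables, all 52480 with the same span. Of 54146 identifiers, 67 had no symbol and are given by identifier.
Counted fragments per library ranged from 15566122 to 37992642 (median 23682133.5). The standard error given with each log2FC shows the precision reached at this depth. It was taken as the absolute log2FC divided by the square root of the F statistic, which has no meaning for a log2FC near 0 in genes with hardly any untreated counts. The 10 genes with most counts took 6.25% to 8.09% of a library. Labels mention more than 1 RNA input amount and more than 1 kind of adapter without assigning them to libraries, so a batch effect could not be checked.
Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors, estimateDisp, glmQLFit and glmQLFTest), with p-values adjusted by the Benjamini-Hochberg method and a threshold of 0.05. IFNG-treated and untreated libraries were compared within each clone and in pooled WT and pooled KO, and KO and WT libraries within each treatment, pooled and for each KO clone. KO1 was also compared with KO2. The interaction was fitted over all 30 libraries with terms for clone, treatment and treatment by genotype. Dicer1 responses of the 5 clones were compared by an exact permutation test over all 10 splits into 3 and 2 clones. CPM values used TMM factors from 14870 genes. Chromosome shifts were medians of log2(CPM + 0.5) against the mean of the WT clones (for a WT clone, of the other WT clones), over genes with a mean of at least 1 CPM, and were set beside 10000 random lists of genes matched on mean level or GC content. Tables and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.
Both tools were tested on simulated data with 200 changed genes. edgeR recovered 187 to 197 of them with 7 to 15 false calls, and DESeq2 1.42.0 recovered 188 to 197 with 9 to 33 false calls. The changed genes had a mean of at least 1 CPM and all had the same absolute log2FC, and smaller changes were not simulated. Each simulated library was drawn independently, without differences shared by libraries of a clone. The counts of false calls therefore do not describe pooled comparisons of clones that differ. Alternatives set before the data were examined were DESeq2, RLE normalization, no count filter, a minimum of 10 counts in every library, a single fit over all 30 libraries, clone as a block, counts summed per clone, leaving out each clone or library, and other settings of the chromosome shift. Thinning all libraries to 15566122 counts (seed 11), normalization on chromosome 12 genes, further leave-one-out fits for each KO clone, and offsets that remove the lowess trend of each library over exon length or GC content (interaction only) were added after the data had been seen. The fits normalized on chromosome 12 genes held those genes alone, so their p-values were adjusted over fewer genes. Genes named from the lists of all genes were the 3 with the largest log2FC in each direction among those past the threshold with a mean of at least 1 CPM in some group and, for KO against WT, with both KO clones outside the range of the WT clones. Genes named by the paper and checks of the IFNG treatment were added, and an item withheld for evaluation was left out. The deleted element itself was left out because the tables count exons, and transcript isoforms were not analysed here beyond the paper's own supplementary values.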

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

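In this part, the tests of the Dicer1 interaction, of the genes with an interaction, of chromosome 6, of stretches and copies of chromosome 12, and of KO1 against KO2 relative to chromosome 12 were chosen only after the results were seen. Of these, the RLE fit, the fit without KO1 and the splits of the clones for Dicer1 had been planned as analyses. Only their use in this part was chosen afterwards.
The response of Dicer1 to IFNG differed between the genotypes, with an interaction log2FC of -0.36. Thinning all libraries to one total left it at -0.378, which argues against library depth. With RLE in place of TMM factors it was -0.351, and with the trend of each library over exon length or GC content removed it was -0.363 or -0.366, past the threshold each time. This argues against normalization and these trends as the whole cause. All 30 libraries were nearest to their own clone, which argues against a mislabelled library. Gbp2b responded more in KO (0.85), from an untreated level that was lower in KO (log2FC -0.47), and Irf1 alike (0.035), which argues against weaker IFNG signalling. Without KO1, the clone with lower chromosome 12 genes, the interaction was -0.43, so it did not rest on KO1. This fit is no test of copy number, since a change that is the same in both treatments is taken up by the clone term. With each clone as 1 unit, 1 of the 10 splits of the clones, the real one, gave as large a difference. An effect of the deletion and a difference between clones that arose for another reason cannot be told apart from so few clones.
In total, 150 genes differed in their IFNG response between KO and WT. Depth is not the cause of all of it, since 123 genes passed after thinning. Among the 10 splits of the clones, 2 gave as many genes, the real one and that of WT2 and WT3 against the others, which gave 554 and leaves both KO clones on one side. The 8 remaining splits gave from 0 to 149 genes. Clones that respond differently whatever their genotype and an effect of the deletion cannot be told apart for these genes, as 5 clones allow 10 splits only.
Dicer1 differed between the KO clones, by a log2FC of -0.56 in untreated cells and -0.41 after IFNG (KO1 against KO2). Thinning left these at -0.570 and -0.412, which argues against depth. Relative to chromosome 12 genes, the IFNG difference was -0.026, which is consistent with fewer copies of chromosome 12 in KO1 as its source. The untreated difference was -0.18 on that scale and is not accounted for in full. What makes up the rest was not tested.
Genes of chromosome 12, outside those the paper discusses, were lower in untreated KO1 than in WT, with a median shift of -0.36. After thinning the shift was -0.362, and the lowest of 10000 random lists matched on GC content was -0.059, which argue against depth and GC content. All 6 KO1 libraries lay below all libraries of the other clones, which argues against a mislabelled library. All 12 stretches of 10 Mb were lower, which argues against a change around one locus, and the highest stretch median was -0.32. Fewer copies of chromosome 12 in part or all of the KO1 cells are a candidate explanation. No DNA was measured in these data, and whether such a change came with editing or with cloning was not tested.
Genes of chromosome 6 were lower in both untreated KO clones, with a median shift of -0.24 in KO1 and -0.27 in KO2. After thinning the KO2 shift was -0.267, and the lowest random list matched on GC content was -0.0487 for KO1. All 12 KO libraries lay below all WT libraries. Depth, GC content and a mislabelled library are thus argued against. The lower stretches were neighbours, from position 30000001 to 150000000, with medians of at most -0.18 over both KO clones and both treatments, while the 3 stretches before them had medians from -0.0100 to 0.16 over the same libraries. Fewer copies of this part of chromosome 6 in both KO clones may explain the shift. As both KO clones share it and no WT clone does, origin in a common parent cell or in the editing procedure remains an untested hypothesis.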

How the results depend on the processing

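Thinning, normalization on chromosome 12 genes, removal of trends over exon length or GC content and leave-one-out fits of each KO clone against WT and of KO1 against KO2 were tests chosen after the results were seen. Among the results of the comparisons, 276 values under an alternative kept their direction and side of the threshold or stayed within their spread, 46 moved, 5 reversed, 2 were stronger and 4 weaker. Except where stated, the cause was not tested.
The Dicer1 interaction kept its sign and its call in every fit run, from -0.38 to -0.35 under the other settings and from -0.43 to -0.29 with 1 clone left out. The pooled KO response, near 0, changed sign with at least 10 counts in every library (4.16e-04), thinning (0.00211), one fit over all 30 libraries (5.03e-04) and clone as a block (0.00775), and ranged from -0.070 to 0.10 with 1 KO clone left out, passing the threshold in none of these fits.
Genes changed by IFNG in pooled WT numbered 6571 in one fit over all 30 libraries, 6367 with clone as a block, and 2684 to 5082 with 1 clone left out. Fitting more libraries adds degrees of freedom, which applies to the fit over all 30 libraries but not to the block fit. Both of them also take differences between clones out of the spread. For KO against WT, p-values of the fit over all 30 libraries therefore leave out variation between clones.
In untreated KO against WT, Dicer1 was -0.44 on counts summed per clone (edgeR adjusted p-value 0.446) and -0.74 to -0.18 with 1 clone left out, losing the threshold without KO1. Changed genes numbered 7143 in one fit over all 30 libraries, 1 on counts summed per clone and 1674 to 6472 with 1 clone left out. For KO2 alone, Dicer1 passed in one fit over all 30 libraries (-0.18) and without WT1, and ranged from -0.26 to -0.13 in the leave-one-out fits.
In IFNG-treated KO against WT, Dicer1 was -0.79 on counts summed per clone (edgeR adjusted p-value 0.257), with -1.01 to -0.61 when 1 clone was left out. Changed genes numbered 7194 in one fit over all 30 libraries, 1 on counts summed per clone and 1411 to 5992 with 1 clone left out. Summing leaves 5 units, and its adjusted p-values are limited by that number. Genes more significant than Dicer1 numbered 34 in one fit over all 30 libraries and 40 to 404 with 1 clone left out. Those higher in KO numbered 21 after thinning, 18 in the one fit and 17 to 251 with 1 clone left out. Those with a larger standard error numbered 32 in the one fit, 48 on counts summed per clone and 15 to 78 with 1 clone left out.
Genes with an interaction numbered 384 with no filter and 21 to 570 with 1 clone left out. In the 5 Mb window, 1 to 2 genes passed with 1 clone left out. Adjusted over the window alone, 2 genes passed with at least 10 counts in every library, 2 after thinning, and 1 to 5 with 1 clone left out. Dicer1 in IFNG-treated KO1 against KO2 fell short of the threshold when normalized on chromosome 12 genes (-0.026), as the lower chromosome 12 level in KO1 is then removed.
The chromosome 12 shift of KO1 was -0.377 at a mean CPM of at least 10, and that of KO2 was 0.0146 in IFNG libraries. The chromosome 6 shift of KO2 was -0.257 in IFNG libraries, -0.273 with pseudocount 0.1 and -0.274 at a mean CPM of at least 10. The chromosome 17 shift of KO2 was 0.185 in IFNG libraries and 0.198 with pseudocount 0.1. The window without Dicer1 shifted by -0.448 in KO1 at a mean CPM of at least 10, and in KO2 by 0.0455 in IFNG libraries and -0.0586 at a mean CPM of at least 10.
Among the named genes, 357 values were the same, 36 weaker, 1 stronger and 4 reversed. The Irf1 interaction, not past the threshold, changed sign after thinning (-0.0043) and ranged from -0.128 to 0.211 with 1 clone left out, being negative without KO1 and without WT2 (-0.0116). The Ctcf response in pooled KO, also near 0, changed sign after thinning (0.0023).
No paired analysis was possible because the columns of the deposited tables carry no replicate number, so the fits with the replicate number in the model were not run.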

Differences from the paper's values

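Except where stated, the fits named in this part were set before the data were examined. In untreated KO against WT, the adjusted p-value of Dicer1 was 0.00689 with edgeR, against the paper's 9.246e-4. DESeq2, the tool named in the paper's methods, gave 8.81e-04 and edgeR without WT1 gave 0.00124, which closed the gap, and the other 9 of 11 alternatives did not.
In IFNG-treated KO against WT, the adjusted p-value of Dicer1 was 1.35e-05 with edgeR, against the paper's 3.393e-15. DESeq2 gave 3.76e-15 and closed the gap, and the other 10 of 11 alternatives did not.
For untreated KO1 against WT, the adjusted p-value was 4.13e-05 with edgeR, against 1.81652e-14 in the paper's supplementary table. DESeq2 gave 1.78e-14 and closed the gap, and the other 4 of 5 alternatives did not.
The figures mark genes as significant that did not pass here. In untreated KO2 (Figure 3—figure supplement 5C), Dicer1 had a log2FC of -0.18 (edgeR adjusted p-value 0.179) and Ifi27 of -0.34 (adjusted p-value 0.0565). Of 7 other settings, some of them chosen after seeing the values, Dicer1 passed in 1, the one fit over all 30 libraries (edgeR adjusted p-value 9.72e-04). That fit leaves differences between the WT clones out of its spread. Of 6 leave-one-out fits, also chosen after seeing the values, Dicer1 passed in 1, without WT1 (4.70e-05). Of the paper's supplementary list for untreated KO2, 1999 entries were at hand, up to an adjusted p-value of 0.0438. Dicer1 was not among them. In IFNG-treated KO2 (Figure 3—figure supplement 5E), Moap1 had a log2FC of 0.26 (edgeR adjusted p-value 0.0525). Serpina3c, Serpina3d-ps and Serpina3e-ps in Figure 4C and 4D, Serpina3j in Figure 4D and Figure 3—figure supplement 5D, and Serpina3g in Figure 3—figure supplement 5B were below the count filter in the matching comparison.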

Other observations

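In this part, the splits of libraries for pooled comparisons and the tests of Dicer1 against copies of chromosome 12 were chosen only after the results were seen.
Genes differed between KO and WT in large number. With WT2 and WT3 set against the others, which leaves both KO clones on one side, 5664 genes passed the threshold in untreated cells and 5265 after IFNG, and Dicer1 itself had a log2FC of 0.42 and 0.64. The 8 remaining splits gave from 5 to 3479 genes in untreated cells and from 10 to 2849 after IFNG, fewer than KO against WT. Among these 8, only KO1 and WT1 against the others had Dicer1 past the threshold in untreated cells, and none did after IFNG. That untreated log2FC was -0.42 (edgeR adjusted p-value 0.0113), against -0.43 (0.00689) for KO against WT. Differences between clones whatever their genotype and an effect of the deletion cannot be told apart for the genes that differ, as 5 clones allow 10 splits only. Among 100 splits of the libraries, 1, the real one, gave as many genes in untreated cells, and 1 of 100 did after IFNG, which argues against grouping of libraries by chance but not against differences between clones. Outside chromosomes 6, 12 and 17, 2879 genes passed in untreated cells and 2517 after IFNG, and 51 of the genes more significant than Dicer1 lay there. The copy number of genes on chromosomes 6, 12 and 17 could thus directly explain a part only. Whether such copy changes altered genes on other chromosomes indirectly was not tested.
Among 100 splits of the pooled WT libraries, 2 gave as many genes as IFNG did, the other with 3858 genes, which placed 6 WT1 and 3 WT2 libraries on one side and so parted WT1 from WT3. For pooled KO, 1 of 100 splits did. For genes of the 5 Mb window, 1 of 100 splits gave as many in each of untreated KO1, IFNG-treated KO1, untreated KO2 and IFNG-treated KO2 against WT. For the interaction in the window, 3 of 10 splits of the clones gave 1 gene or more, so from this count an effect of genotype and a difference between clones cannot be told apart.
The lower untreated level of Dicer1 in KO1 has 2 parts. The window without Dicer1 was shifted by -0.397, consistent with fewer copies of chromosome 12, and relative to chromosome 12 genes Dicer1 was at a further -0.38, which copy number leaves unaccounted for. In KO2 the window was shifted by -0.0177 in untreated cells and 0.0455 after IFNG, which argues against copy number in that clone. An effect of the deletion on the remainder is a hypothesis, tested on the data it was drawn from.
Chromosome 17 genes had a median shift of 0.19 in untreated KO1 and 0.19 in KO2 against all WT clones. Against the other WT clones, the shift was 0.25 in WT1, -0.13 in WT2 and -0.11 in WT3. A higher level was thus not confined to the KO clones. Over ISGs with a log2FC above 1, the median difference of responses from pooled WT was 0.092 in KO1 and -0.033 in KO2. For WT clones against the other WT clones it was -0.208 in WT1, -0.028 in WT2 and 0.180 in WT3. With a minimum log2FC of 0, the medians were 0.015 in KO1, -0.039 in KO2, -0.073 in WT1, -0.019 in WT2 and 0.077 in WT3. Ctcf, to which the paper normalizes RT-qPCR, had a log2FC of -0.12 in untreated KO against WT (edgeR adjusted p-value 0.0527) and -0.18 in untreated KO1 (adjusted p-value 0.0287). No explanation was tested for these values.
In the paper's supplementary table of Dicer1 transcripts, 7 of 8 have values, 6 with a negative interaction, and the paper's lowest adjusted p-value among them is 0.999977. The lowest unadjusted 1 is 0.0211 (DESeq2), for ENSMUST00000222528.1 with an interaction of -0.355. Between IFNG-treated KO and WT, the paper gives that transcript a log2FC of -0.830 (DESeq2 adjusted p-value 6.53e-12). MSTRG.5879.7 goes the other way there, with a log2FC of 4.44 (adjusted p-value 0.0535). The paper's values for MSTRG.5879.7 run from 38.9 to 74.3 in the 6 KO1 libraries and from 0 to 8.35 in the 24 others. Its values for ENSMUST00000222002.1 run from 96.4 to 122 in KO1 and from 217 to 416 in the others.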
